# Transcriptome Profiling Reveals Differences Between Rainbow Trout Eggs with High and Low Potential for Gynogenesis

**DOI:** 10.3390/genes16070803

**Published:** 2025-07-08

**Authors:** Konrad Ocalewicz, Artur Gurgul, Stefan Dobosz, Igor Jasielczuk, Tomasz Szmatoła, Ewelina Semik-Gurgul, Mirosław Kucharski, Rafał Rożyński

**Keywords:** doubled haploids, egg quality, maternal RNA, reproduction, RNA-seq, salmonids

## Abstract

Background/Objectives: Fish eggs activated with UV-irradiated spermatozoa and exposed to the High Hydrostatic Pressure (HHP) shock to inhibit first cell cleavage develop as gynogenetic Doubled Haploids (DHs) that are fully homozygous individuals. Due to the expression of the recessive genes and side effects of the gamete treatment, survival of fish DHs is rather low, and most of the mitotic gynogenotes die before hatching. Nevertheless, as maternal gene products provided during oogenesis control the initial steps of embryonic development in fish, a maternal effect on the survival of gynogenotes needs to be also considered to affect efficiency of gynogenesis. Thus, the objective of this research was to apply an RNA-seq approach to discriminate transcriptional differences between rainbow trout (*Oncorhynchus mykiss*) eggs with varied abilities to develop after gynogenetic activation. Methods: Gynogenetic development of rainbow trout was induced in eggs originated from eight females. Maternal RNA was isolated and sequenced using RNA-Seq approach. Survival rates of gynogenotes and transcriptome profiles of eggs from different females were compared. Results: RNA-seq analysis revealed substantial transcriptional differences between eggs originated from different females, and a significant correlation between the ability of the eggs for gynogenesis and their transcriptomic profiles was observed. Genes whose expression was altered in eggs with the increased survival of DHs were mostly associated (GO BP) with the following biological processes: development, cell differentiation, cell migration and protein transport. Some of the genes are involved in the oocyte maturation (*RASL11b*), apoptosis (*CASPASE 6*, *PGAM5*) and early embryogenesis, including maternal to zygotic transition (*GATA2*). Conclusions: Inter-individual variation of the transcription of maternal genes correlated with the competence of eggs for gynogenesis suggest that at least part of the mortality of the rainbow trout DHs appear before activation of zygotic genome and expression of the lethal recessive traits.

## 1. Introduction

The transcriptome is a functional component of the genome, and it is composed of a set of RNA transcripts, including both protein-coding and non-protein-coding RNAs expressed in a single cell or a population of cells [1]. In turn, transcriptomics refers to a comprehensive study of the complete set of transcripts for a specific cell, tissue, or organism at a particular developmental stage or physiological state. Transcriptomics is utilized in many biological studies to investigate diseases at the molecular level, explore gene functions, provide biomarkers of tissue and organism states, and assess the responses of organisms to environmental conditions, among other applications. NGS-based RNA-Seq technology provides an efficient and precise method for transcriptome profiling that measures the expression of numerous genes in cell populations, tissues or organisms in a single assay, making this approach advantageous over microarray analysis [2].

The increasing availability of RNA-Seq has enabled transcriptome profiling not only for humans and model organisms but also for wild plant and animal species, as well as those utilized in agriculture, animal breeding, and aquaculture. In aquaculture, transcriptome profiling can be applied to identify candidate genes related to development, sexual dimorphism, reproduction, growth, disease resistance, and immunology in cultivated plant and animal species [3]. Special attention has been given to the transcriptomic profiles of fish eggs, which contain exclusively maternal RNA deposited in the egg cytoplasm during oogenesis. It has been observed that fish farming conditions affect the expression of maternal genes [4], and profiles of gene expression differ in eggs at various stages of oogenesis [5]. The quantity of maternal RNA has also been examined to evaluate the developmental competence of fish eggs; in some species, transcriptomic differences between low- and high-quality eggs have been observed [4,6,7,8,9]. In this context, transcriptome profiling has been applied to identify differences in maternal gene expression between rainbow trout eggs exhibiting varied competence for mito-gynogenesis. Induced gynogenesis is a form of parthenogenesis in which fish eggs are activated by UV-irradiated spermatozoa, allowing embryonic development to proceed without the contribution of paternal chromosomes. Exposing gynogenetically activated eggs to thermal shock or high hydrostatic pressure (HHP) enables the diploidization of genetic material in gynogenetic haploid zygotes. The shock applied to eggs shortly after activation with irradiated spermatozoa (meiotic gynogenesis) leads to the abortion of the second polar body extrusion and the generation of heterozygous (meio)gynogenetic individuals. Conversely, physical shock implemented around the prophase of the first mitosis prevents the first cell cleavage (mitotic gynogenesis) and results in the generation of fully homozygous gynogenetic Doubled Haploids (DHs) [10]. DHs have been used in various aquaculture and model fish species to study the phenotypic consequences of recessive alleles, during selective breeding programs, and to generate isogenic and clonal lines [11,12]. The homozygosity of DHs simplifies detailed linkage analyses, enabling the identification of chromosome regions associated with quantitative trait loci (QTL) and significantly improving the de novo assembly of genomes sequenced using next-generation sequencing (NGS) approaches [13]. However, the use of mitotic gynogenesis in aquaculture is limited by the reduced survival rates of DHs. Few (if any) DH gynogenetic females survive up to sexual maturation, which impedes use of such individuals in the breeding programs and generation of clonal lines [14]. The high mortality of DHs may be explained by the expression of deleterious recessive alleles, alterations in the egg organelles caused by physical shock, and egg quality, which is the ability of eggs to be fertilized and develop into normal embryos.

In several species, significant variation in the efficiency of gynogenesis induced in eggs from different females has been observed. Such inter-clutch differences in the survival of gynogenotes may reflect inter-individual differences in the expression profiles of maternal genes. In our pilot experiment, eggs from one of four rainbow trout (*Oncorhynchus mykiss*) females demonstrated increased ability to develop after gynogenetic activation exhibited a different pattern of maternal gene expression [15]. These preliminary results raised the question of whether eggs from different females with enhanced competence for gynogenesis show similar transcriptomic profiles. To investigate this, we induced gynogenesis in eggs provided by eight rainbow trout females. Increased survival of gynogenotes was observed in eggs from four of these females. RNA-Seq analysis enabled the identification of several genes whose transcription levels were similar in eggs demonstrating increased developmental ability after activation with UV-irradiated sperm, and which differed significantly from those observed in eggs with reduced competence for gynogenesis.

## 2. Material and Methods

### 2.1. Fish Stock Origin and Maintenance

Rainbow trout and European grayling (*Thymallus thymallus*) gamete donors came from broodstocks kept at the Department of Salmonid Research, Inland Fisheries Institute in Olsztyn, Rutki, Poland. Eggs from eight 5-year-old rainbow trout females (F_1–8_), whose length (mm) and weight (g) varied from 540 to 655 and from 2440 to 4052, respectively (Supplementary Table S1), were collected and kept separately in plastic bowls at 10 °C pending further procedures. Semen from one 3-year-old rainbow trout (540 mm and 2288 g) and three 3-year-old grayling males, whose length and weight ranged from 310 to 400 mm and 242 and 552 g, respectively (Supplementary Table S1), was collected into separate plastic containers. The motility of the spermatozoa from each male was confirmed microscopically. The semen was then stored at +4 °C until further use.

### 2.2. Induction of Mitotic Gynogenesis

Mitotic gynogenesis in the rainbow trout was performed using standard conditions that have been established for the production of gynogenetic rainbow trout using European grayling sperm [14]. Semen from the three grayling males was mixed and diluted at a ratio of 1:40 in the rainbow trout seminal plasma. A total volume of 15.375 mL of the diluted semen was transferred to a 60 mL glass beaker, placed onto a magnetic stirrer (1400 G) 20 cm under the UV-C lamp (30 W) and irradiated (2075 μW/cm^2^) for 8 min [14,16]. Eight groups of gynogenotes (G_1–8_) were produced by the separate activation of eggs (n = ca. 4600) originating from each of eight females with the UV-irradiated grayling spermatozoa in the presence of the sperm-activating medium (154 mM NaCl, 20 mM Tris, 30 mM glycine, 1 mM CaCl_2_, pH 9.0) [17]. Five minutes after activation, eggs were rinsed with hatchery water. To duplicate haploid sets of the maternal chromosomes, eggs activated with the UV-irradiated spermatozoa were exposed to the high hydrostatic pressure (HHP) shock (9500 psi/3 min) exactly 350 min after insemination, using TRC-APV electric/hydraulic device (TRC Hydraulics Inc. Dieppe, Canada). The above conditions of HHP shock were proven to efficiently restore diploidy in the gynogenetically activated rainbow trout eggs and generate homozygous rainbow trout DHs [18]. Between activation and exposition for the HHP shock, eggs were incubated in a water bath at 10 °C. To establish control groups (C_1–8_), a portion of eggs (n = ca. 350) from each of the eight females were fertilized with the non-irradiated rainbow trout sperm. HHP shock was not applied to eggs from the control groups. Eggs from all experimental groups (G and C) were incubated in three separate replicates at 6–8 °C, using tray vertical incubators.

The survival rates in each experimental group at the eyed stage and at the swim-up stage were analyzed using Statistica software v.13.0 (StatSoft, Tulsa, OK, USA). Data distribution normality and homogeneity of variance were tested by Shapiro–Wilk and Levene’s test, respectively. ANOVA’s HSD Tukey test and Kruskal–Wallis’ test were used to determine significant differences in the survival rates of rainbow trout offspring in the experiment. Significance was established at the *p* < 0.05 level.

### 2.3. RNA Sequencing

Eggs activated with UV irradiated (G_1–8_) and non-irradiated (C_1–8_) sperm were collected immediately after treatment and preserved in RNAlater solution (Sigma Aldrich, Burlington, MA, USA), incubated overnight in a refrigerator (4 °C), and finally stored at −80 °C until RNA extraction and purification. Up to six eggs from each female were used for the transcriptomic analysis. A sample of two to three eggs, depending on their size, were mixed and used at once for the RNA isolation using a modified TRIzol (Thermo Scientific, Waltham, MA, USA) procedure [19] established at the Igor Babiak laboratory, Nord University, Bodø, Norway. The quality of the obtained RNA was evaluated using TapeStation4150 (Agilent Technologies, Santa Clara, CA, USA) and RNA ScreenTape Assay allowing RIN (RNA Integrity Number) evaluation. Good quality isolates (RIN > 8) were quantified using Qubit™ RNA Assay Kits (Thermo Scientific, Waltham, MA, USA), and 250 ng of a total RNA was used for library preparation with Illumina Stranded mRNA Prep kit (Illumina, San Diego, CA, USA) and standard protocol. The final libraries were controlled for quality using D1000 Agilent ScreenTapes and TapeStation4150 (Agilent Technologies, Santa Clara, CA, USA) system and quantified using Qubit™ dsDNA BR Assay Kit (Thermo Scientific, Waltham, MA, USA). An equimolar pool of libraries was finally commercially sequenced on NovaSeq6000 System (Illumina, San Diego, CA, USA) in a paired-end (PE) read of 2 × 150 bp to obtain a high sequencing depth (i.e., minimum of 75 million (M) PE reads per sample). Eggs from female no. 5 used for gynogenetic (G) and normal (C) activation were excluded from the analysis because of the poor sequencing library quality and insufficient amount of obtained reads. The raw sequencing reads were deposited in Sequencing Reads Archive (SRA) database under accession number SRP422754.

### 2.4. Data Analysis

Raw sequencing reads were checked for quality with the use of FastQC (v.0.11.9) software [20]. Then, reads were trimmed/filtered using Flexbar (v.3.5.0) software [21] to remove read ends with pored quality < 20, reads shorter than 35 bp and adapter sequences. Cleaned reads were mapped against rainbow trout OmykA_1.1 genome with the use of STAR aligner (v.2.7.5c) software [22]. HTSeq-count [23] (Anders et al., 2015) software was used to count the mapped reads into the respective Ensembl GTF annotation file (OmykA_1.1 version 108) features. After that, DESeq2 (v.3.16) software [24] was used for data normalization.

The DeSeq2 normalized read counts (representing separate genes expression) were used for correlational analysis with the survival rates of embryos developing in eggs originating from different females (egg clutches). First, data distribution was evaluated for normality using the Shapiro–Wilk test. Then, Pearson correlation coefficient was calculated for each gene expression in the dataset (in the gynogenetic (G) and control (C) groups separately) and survival rate in the corresponding egg clutches using JASP v.0.11.1 software (https://jasp-stats.org/). The genes with a statistically significant (with false discovery rate < 0.05 (FDR; by the Benjamini–Hochberg procedure)) correlation coefficient higher than 0.9 were further analyzed in detail for their function, using ShinyGO 0.76.3 software [25] (Ge et al., 2020). The genes were annotated in Gene Ontology (GO) biological processes (BP), molecular functions (MF), cellular components (CC) (http://geneontology.org/) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases.

The expression profiles of the mostly correlated genes were also used for the hierarchical clustering of the egg clutches and genes based on their expression profiles as well as for histogram plotting using ClustVis 2.0 software [26]. The expression levels of the separate genes were also compared between subgroups of females with low and high survival rates using Student’s *t* test in JASP software.

### 2.5. qPCR Validation of RNA-Seq Results

Six genes associated with the survival of embryos in the separate comparisons (Supplementary Files S2 and S3, Table S2) were selected for validation using alternative RT-qPCR method (*DAZ*-associated protein *2* gene (*dazap2*), follistatin-related protein *3* gene (*fstl3*), *PBX2* protein gene (*pbx2*), solute carrier family 9 member *A1b* gene (*slc9a1b*), *GTP*-binding protein *REM 2* gene (*rem2*), insulin receptor substrate 2a gene (*irs2a*). One of the genes (*dazap2*) was validated with the same RNA samples used for RNA-Seq. The remaining ones were validated based on new RNA isolates prepared from different eggs from the same batch of the same females. The primers were designed using https://primer3.ut.ee 4.1.0 tool, (accessed on 1 December 2024) and their sequences are shown in Supplementary File S6. Reverse Transcription PCR (RT-PCR) was performed using 0.2 μg of total RNA for each of the 14 samples (eggs from female no. 5 were eliminated from the analysis as described in the Material and Methods section) using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Walthman, MA, USA) according to the standard protocol. Expression levels of the selected genes were quantified using the qPCR method in which a QuantStudio™ 3 Real-Time PCR System (Thermo Fisher Scientific, Walthman, MA, USA) was used with PowerUp™ SYBR™ Green Master Mix (Thermo Fisher Scientific, Walthman, MA, USA) as recommended by the manufacturer’s protocol. Target gene expression levels were normalized to ef1-a gene that was shown to be a good control for the rainbow trout eggs gene expression [27]. The gene expression levels were calculated by relative quantitative (RQ) analysis using the model proposed by Pfaffl [28], which takes into account a reaction efficiency for the individual genes. The data compliance among qPCR and RNA-Seq results was evaluated based on the correlation coefficient analysis using JASP 0.11.1 statistical software (https://jasp-stats.org/).

## 3. Results

### 3.1. Survival Rates of Embryos and Larvae

Eggs from eight females (F_1–8_) utilized in the current experiment did not display substantial inter-clutch variations in quality, as demonstrated by the comparable (*p* > 0.05) survival rates of their offspring from the control groups observed at the eyed stage as well as at the swim-up stage larvae (Table 1). The lowest survival of the rainbow trout embryos from the control groups was observed among progenies of female F_8_ (84.79 ± 4.63%), while decreased survival of swimming larvae was reported among progenies of female F_5_ (75.37 ± 18.69) (Table 1). In turn, the highest survival of the trout from the control groups was reported among embryos and larvae developing in eggs from female F_6_ (93.59 ± 3.79% and 93.29± 4.30%, respectively) (Table 1). On the other hand, the survival rates of individuals that hatched from the eggs activated by the UV-irradiated sperm and exposed to the HHP shock varied significantly (*p* < 0.05) from 3.04 ± 0.65 % (female F_2_) to 42.74 ± 2.2% (female F_7_) (eyed stage) (Table 1). Eggs stripped from females F_1_, F_4_, F_7_ and F_8_ exhibited several times higher competence for the gynogenetic development (expressed in the survival of the DHs) than eggs originated from females F_2_, F_3_, F_5_ and F_6_, irrespective of the stage of development (Table 1). Interestingly, the eggs originating from females F_3_, F_5_ and F_6_ showing a high survival rate after fertilization with non-irradiated milt did not exhibit any enhanced potential for gynogenetic development (Table 1). In turn, females F_1_, F_7_ and F_8_ produced eggs that showed decreased survival after fertilization with the non-irradiated trout semen but increased survival after gynogenetic activation (Table 1). Only eggs from female F_4_ had higher potential for normal and gynogenetic development, while only eggs from female F_2_ exhibited lower competence for development after activation with both irradiated and non-irradiated sperm (Table 1). In all females, the survival rates of offspring hatched from eggs activated with UV-irradiated semen were markedly lower (*p* < 0.05) when compared to the eggs inseminated with non-irradiated sperm (Table 1).

### 3.2. RNA-Seq Analysis

In total, we generated RNA-Seq results for eggs from seven females utilized for the gynogenetic (G) and normal (C) activation. 

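Each of the 7 females gave 2 libraries, and each library came from a pool of eggs of 1 clutch. In the control group, the eggs were inseminated with untreated rainbow trout sperm. In the gynogenetic group, other eggs of the same clutch were activated with grayling sperm irradiated with UV. The paper states that eggs of both groups were sampled immediately after treatment. Whether the sequenced eggs had also received the pressure shock is not given in the sources used here. The authors trimmed the reads, mapped them to the OmykA_1.1 genome with STAR and counted them per Ensembl gene with HTSeq, and the deposited values are unnormalized counts for 64494 genes. The counts assigned to genes ranged from 34535902 to 57014149 in the control libraries and from 45860801 to 67557305 in the gynogenetic libraries. For the values given here, the counts were divided by DESeq2 size factors computed over the 14 libraries, and levels are means ± SD over females. Survival rates are those of the eyed stage in Table 1, where females F1, F4, F7 and F8 have increased and females F2, F3 and F6 decreased competence for gynogenesis. Pearson's r of normalized counts with survival was computed within each group over the 7 females, with a two-sided permutation p over all pairings of counts with survival rates, adjusted by the Benjamini-Hochberg procedure over all genes tested. Groups of 4 and 3 females were compared by a two-sided exact permutation test of the mean, whose smallest p is 0.0286. The genes of the study's lists were chosen by r with survival in the libraries of their group. Unless adjusted over all genes, their permutation p-values for that survival are not independent evidence, there or in other eggs of the clutch. Comparisons over all genes used edgeR's quasi-likelihood test. Gene symbols were taken from the study's supplementary gene lists and cover 224 of the 30919 detected genes.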

Sequencing produced on average 100 (group F) and 104 million (M) (group G) of raw PE reads per sample. After filtering, we used from 73 to 121 M of PE reads per sample for mapping, of which on average 73% were uniquely mapped against the newest available version of the genome. Of the mapped reads, a mean of 65% was mapped to annotation database (mainly genes) (Supplementary File S1). 

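In the deposited counts, 70.8% ± 1.97 (SD, n = 7) of the uniquely mapped read pairs were assigned to a gene in the control libraries and 71.1% ± 2.66 (SD, n = 7) in the gynogenetic libraries. The lowest library had 67.6% and the highest 74.5%. These values differ from the paper's percentages, and in either direction. For the gynogenetic library of female F6 they are 73.9% here and 61% in the paper, and for the control library of female F4 68.0% and 69%. How the paper computed its percentage is not given in the sources used here. The 10 genes with the most counts in a library held 1.86% to 2.64% of its assigned counts.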

The applied annotation database (GTF) included Genscan gene predictions for 64,706 genes, of which 48,326 were coding genes and 15,627 were non-coding. The applied sequencing depth allowed to detect 30,919 genes with mean expression higher than one normalized read count. 

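Cyclin B1 (CCNB1, ENSOMYG00000039583), which drives entry into M phase, had 109832 ± 20863 normalized counts (SD, n = 7) in control eggs and 122298 ± 23039 (SD, n = 7) in gynogenetic eggs. TACC3 (ENSOMYG00000022425), a protein of the mitotic spindle, had 50664 ± 11888 (SD, n = 7) in control eggs and 48437 ± 12282 (SD, n = 7) in gynogenetic eggs. Of the 64494 annotated genes, 30919 had a mean above 1 normalized count, and 17888 had at least 10 counts in every library. A single library held counts for 25608 to 28497 of the 64494 annotated genes.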

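Eggs of different females held different amounts of the same transcripts, while the 2 libraries of a female were alike. IRS2A (ENSOMYG00000040771), an adaptor of insulin signalling, had 223 to 658 normalized counts in both libraries of females F1, F4, F7 and F8 and at most 1.84 in both libraries of females F2, F3 and F6. DYNLT3 (ENSOMYG00000042681), a light chain of the dynein motor, had 1579 to 2075 normalized counts in the libraries of females F3 and F4 and 58.5 and 65.7 in those of female F8. ISCUA (ENSOMYG00000035740), a scaffold of iron-sulfur cluster assembly, had 24805 and 25131 normalized counts in the libraries of female F4 and 4059 and 4389 in those of female F8. These genes were among 13926 of 30919 that differed between females at an adjusted p below 0.05 in edgeR's quasi-likelihood test with treatment as a covariate. Over all detected genes, each of the 14 libraries was most correlated with the other library of its own female. The mean r across genes, which are not independent replicates, was 0.952 between libraries of the same female and 0.914 between libraries of different females. No other pairing of the control with the gynogenetic libraries gave as high a mean r (permutation p = 0.000198, the smallest that all pairings can give).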

The global genes expression pattern varied between females (Figure 1).

### 3.3. Detecting Genes Associated with Survival Rate of Gynogenotes

All expressed genes were further used for correlation analysis with the survival rates of rainbow trout developing in eggs originated from different females within the gynogenetic and control groups. Following data distribution analysis with the Shapiro–Wilk test, a Pearson correlation coefficient was applied. As the most relevant for survival rates, we selected genes with absolute value of correlation coefficient > 0.9 and statistically significant (FDR < 0.05). This approach allowed to detect 53 genes associated with the survival rates in the gynogenetic groups (G), and 221 in the control groups (C). 

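In the gynogenetic eggs, HESX1 (ENSOMYG00000008084), a homeobox repressor that acts in anterior development, had 1075 ± 189 normalized counts (SD, n = 4) in females with increased and 1522 ± 198 (SD, n = 3) in females with decreased competence (exact permutation p = 0.0571). OXSR1 (ENSOMYG00000011197), a kinase activated by osmotic stress, had 7321 ± 881 (SD, n = 4) and 5362 ± 168 (SD, n = 3), respectively (exact permutation p = 0.0571). In the control eggs, DAZAP2 (ENSOMYG00000026265), a partner of the germ cell protein DAZ, had 4175 ± 236 (SD, n = 3) normalized counts in females F3, F4 and F6 with high survival and 2658 ± 315 (SD, n = 4) in females F1, F2, F7 and F8. PBX2 (ENSOMYG00000006078), a homeobox cofactor, had 2117 ± 63.9 (SD, n = 3) and 3602 ± 308 (SD, n = 4), and SLC9A1B (ENSOMYG00000007199), a sodium/hydrogen exchanger, 2328 ± 246 (SD, n = 3) and 3787 ± 675 (SD, n = 4). The exact permutation p was 0.0286 for DAZAP2 and PBX2 and 0.0571 for SLC9A1B. The absolute r was above 0.9 for 54 of 30707 genes in the gynogenetic and 229 of 30749 genes in the control libraries, including 51 of the study's 53 and 216 of its 221 genes. Adjusted over all genes tested, the lowest permutation p was 1 in the gynogenetic and 0.693 in the control group, but with 7 females the smallest permutation p, 0.000198, could pass this adjustment only if many genes shared it. Before adjustment, 771 genes of the gynogenetic and 2076 of the control group had a permutation p below 0.05. With the trend on survival fitted to the counts, edgeR called 2 genes in the gynogenetic and 0 in the control group (1019 and 2246 at an unadjusted p below 0.05), and DESeq2 called 40 and 54. The 2 genes, ENSOMYG00000049519 and ENSOMYG00000064316, had 3909 and 479.8 normalized counts in gynogenetic eggs of female F7 and at most 12.0 and 9.12 in those of the other females. In the gynogenetic group, edgeR called 0 genes without female F1, F2, F3 or F7 (855 to 1502 at an unadjusted p below 0.05) and with its own filter on low counts (419), and 0 of its 2 genes were among the 40 of DESeq2.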

None of the genes was common for G and C groups. 

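In control eggs, PGAM5 (ENSOMYG00000047671), a mitochondrial phosphatase whose counts followed the survival of gynogenotes, had 652 ± 518 normalized counts (SD, n = 3) in females F3, F4 and F6 with high control survival and 1289 ± 717 (SD, n = 4) in the others (exact permutation p = 0.229). DAZAP2, whose counts followed control survival, had 2704 ± 1470.0 (SD, n = 4) in gynogenetic eggs of females with increased and 2429 ± 1563 (SD, n = 3) in those with decreased competence for gynogenesis (exact permutation p = 0.829). CHRAC1 (ENSOMYG00000011609), a histone-fold protein, had 533 ± 374 (SD, n = 4) and 568 ± 134 (SD, n = 3) in the same comparison (exact permutation p = 0.914). The number of genes with an absolute r above 0.9 in both groups was 0, where 0.4 would be shared by independent lists of these sizes.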

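ENSOMYG00000012474, annotated in the study as an interferon regulatory factor, had 132 ± 26.5 normalized counts (SD, n = 4) in gynogenetic eggs with increased and 33.5 ± 18.3 (SD, n = 3) in those with decreased competence, a 3.93-fold difference (exact permutation p = 0.0286). ARL3 (ENSOMYG00000046344), a small GTPase of ciliary trafficking, had 2189.5 ± 321 (SD, n = 4) and 4055 ± 726 (SD, n = 3), and was thus 1.85-fold lower with increased competence (exact permutation p = 0.0286). In control eggs, ISCUA was 2.35-fold higher in the females with high survival, with 25034 ± 3519 (SD, n = 3) against 10656 ± 4951 (SD, n = 4) normalized counts. The mitochondrial chaperone HSPA9 (ENSOMYG00000013135) was 1.28-fold lower there, with 25176 ± 1242 (SD, n = 3) against 32248 ± 1074 (SD, n = 4), and the mitochondrial channel VDAC2 (ENSOMYG00000017635) 1.41-fold lower (exact permutation p = 0.0286 for each of these 3 genes). Of the genes past the threshold on r, 27 had a positive and 27 a negative r in the gynogenetic group, and 124 and 105 in the control group.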

In both G and C groups, the genes showed a nearly equal amount of positive and negative correlations. The list of genes, their expression values and correlation analyses along with their annotation are presented in Supplementary Files S2 and S3 for groups G and C, respectively. 

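Some of the genes correlated with survival differed little in level between the groups of females, and others by many fold. FBXW11A (ENSOMYG00000029481), a subunit of a ubiquitin ligase, had 14748 ± 1425 normalized counts (SD, n = 4) in gynogenetic eggs with increased and 12344 ± 1342 (SD, n = 3) in those with decreased competence, a 1.2-fold difference (exact permutation p = 0.114). ANKLE2 (ENSOMYG00000047668), a protein of the nuclear envelope, was 1.42-fold lower with increased competence, at 4053 ± 835 (SD, n = 4) against 5771 ± 816 (SD, n = 3, exact permutation p = 0.0286). In control eggs, CCNB1 was 1.38-fold lower in females F3, F4 and F6, with 90095 ± 6829 (SD, n = 3) against 124635 ± 12558 (SD, n = 4), and the dynein light chain DYNLT3 3.18-fold higher, with 1583 ± 334 (SD, n = 3) against 498 ± 310.4 (SD, n = 4, exact permutation p = 0.0286 for both). Of the study's 53 genes for the gynogenetic group, 45 had no overlap between females F4, F7 and F8 and the other 4, and 34 no overlap between the groups of Table 1. Of its 221 genes for the control group, 210 had no overlap between females F3, F4 and F6 and the others. By chance, 5.71% of genes have no overlap in a given split of 7 libraries into 4 and 3, but both lists were chosen by r in these same libraries and are not independent evidence.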

Hierarchical clustering applied based on the genes expression profiles allowed clear separation of eggs/females into two groups (clusters) with high and low survival rates (Figure 2). Eggs with similar transcriptomic profiles and high developmental competence for gynogenesis (survival rates above 28.9%) were stripped from females F_4_, F_7_ and F_8_ (Figure 2A), while eggs characterized by the high quality (survival after fertilization with non-irradiated sperm) that was above 92% and characterized by similar transcriptomic profiles originated from females F_3_, F_4_ and F_6_ (Figure 2B).

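Female F1 was the one that changed place between the 2 groups of eggs. Its IRS2A level was 249 normalized counts in gynogenetic and 658 in control eggs, beside 266 and 223 in female F4, and its PGAM5 level was 1059 and 1093, beside 930.2 and 1250.0 in female F4. With the study's 53 genes, the gynogenetic libraries parted into females F4, F7 and F8 and females F1, F2, F3 and F6. In the control libraries of the same females, the same genes parted females F1, F4, F7 and F8 from females F2, F3 and F6. With the study's 221 genes, females F3, F4 and F6 were parted from the others in the control and in the gynogenetic libraries, which share their clutches. The clusters were built with correlation distance and average linkage on log2(normalized count + 1) scaled per gene. In the other eggs of the same females, 46 of the 53 and 200 of the 221 genes kept the sign of r, and 4 and 10 of them had an absolute r above 0.9, but these eggs come from the same clutches and are not independent evidence. From these clusters, the paper reasons that eggs with high competence for gynogenesis share a transcriptomic profile that differs from that of eggs with low competence.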

Transcripts associated with egg survival were verified with the RT-qPCR method. For *DAZAP2* gene, which was analyzed with qPCR based on the same RNA isolates used for the RNA-Seq, the compatibility between methods was moderate, as shown by a correlation coefficient of 0.464. For the *FSTL3* gene, for which other isolates of RNA were prepared from different eggs, this coefficient was lower and equal to 0.259 (*p* = 0.371). For the remaining genes that were analyzed only within the groups in which they were significant in RNA-Seq (7 samples), the correlation coefficient ranged from 0.16 (*PBX2*) to 0.76 (*IRS2a*) (Supplementary File S6). The moderate to low correlation of RNA-Seq and qPCR results found in this study probably results from the still not fully complete annotation of the rainbow trout genome that hampers the design of primers that are able to amplify all splicing variants of the validated genes.

The genes whose expression highly correlated with the survival rates of the rainbow trout were also analyzed for their functions. 

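Of the developmental genes of the gynogenetic list, HOXB7A (ENSOMYG00000003792), a patterning factor of the Hox clusters, had 2.45 ± 3.93 normalized counts (SD, n = 4) in eggs with increased and 26.9 ± 6.95 (SD, n = 3) in eggs with decreased competence (exact permutation p = 0.0286). In control eggs of the same females it had 11.4 ± 11.5 (SD, n = 4) and 61.7 ± 29.7 (SD, n = 3, exact permutation p = 0.0286). ALX1 (ENSOMYG00000019786), a homeobox factor of craniofacial development, was 7.24-fold higher in gynogenetic eggs with increased competence, with 42.8 ± 20.6 (SD, n = 4) against 5.9 ± 5.1 (SD, n = 3, exact permutation p = 0.0857). Its control eggs had 54.7 ± 8.6 (SD, n = 4) and 7.33 ± 11.0 (SD, n = 3), a 7.46-fold difference (exact permutation p = 0.0286). PPDPFA (ENSOMYG00000013943), named for pancreatic progenitor differentiation, had 1029 ± 344 (SD, n = 4) and 567 ± 173 (SD, n = 3) in gynogenetic eggs (exact permutation p = 0.114). NSMFA (ENSOMYG00000043901) had 11.9 ± 7.51 (SD, n = 4) and 3.41 ± 0.983 (SD, n = 3, exact permutation p = 0.171). Of the protein transport genes, TIMM44 (ENSOMYG00000002736), which tethers the import motor to the inner mitochondrial membrane, had 89.9 ± 22.4 (SD, n = 4) with increased against 183 ± 28.1 (SD, n = 3) with decreased competence, and SEC61AB (ENSOMYG00000047834), of the protein channel of the endoplasmic reticulum, 215 ± 35.9 (SD, n = 4) against 324 ± 44.4 (SD, n = 3), with an exact permutation p of 0.0286 for both. MYRIP (ENSOMYG00000021907), a linker of secretory vesicles to myosin, had 9.13 ± 4.72 (SD, n = 4) against 18.9 ± 2.93 (SD, n = 3, exact permutation p = 0.0571). These genes were chosen by r in the same libraries, so their directions are not independent evidence.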

The classification of genes found in G group into GO BP categories showed that their high number was associated with developmental processes and cell differentiation, but they did not significantly enrich any of the GO annotation categories (Supplementary File S4). In the case of the genes found in the C group, they were mostly engaged in small molecule metabolic processes and microtubule-based processes and enriched (*p* < 0.05) only one GO category (CC) connected with CCAAT-binding factor complex (Supplementary File S5).

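In the control eggs, tubulin epsilon (TUBE1, ENSOMYG00000008799), a centriolar tubulin, had 555 ± 48.9 normalized counts (SD, n = 3) in females F3, F4 and F6 with high survival and 285 ± 5.26 (SD, n = 4) in the others. The minus-end directed kinesin KIFC3 (ENSOMYG00000012787) had 10715 ± 3214 (SD, n = 3) and 20548 ± 3254 (SD, n = 4), and the spindle protein TACC3 39345 ± 5552 (SD, n = 3) and 59154 ± 6153 (SD, n = 4), so both were lower with high survival (exact permutation p = 0.0286 for each of these 3 genes). In the control list, 13 genes were picked by their symbols as microtubule genes. They are not the same set as the 8 genes that the study's enrichment places in microtubule-based processes. Of the 13, 6 were higher and 7 lower in females F3, F4 and F6. In the gynogenetic eggs of the same females, all 13 differed in the same direction, as did most genes of the whole control list, and for 0 of them was the exact permutation p at its smallest value. Among 11 genes of small molecule metabolism, 7 were higher and 4 lower with high survival, and all 11 differed in the same direction in gynogenetic eggs. AHCY (ENSOMYG00000002184), which splits the product of methylation reactions, was 1.93-fold higher, with 3419 ± 188 (SD, n = 3) against 1770.2 ± 290.0 (SD, n = 4). INSIG2 (ENSOMYG00000012001), a regulator of cholesterol synthesis, was 1.78-fold higher, with 2638 ± 267 (SD, n = 3) against 1485 ± 109 (SD, n = 4), and COQ6 (ENSOMYG00000019280), of ubiquinone synthesis, 1.37-fold lower (exact permutation p = 0.0286 for each). The study's enrichment places CHRAC1 and NFYBA (ENSOMYG00000023505) in the CCAAT-binding factor complex. CHRAC1 had 654 ± 138 (SD, n = 3) against 258 ± 54.0 (SD, n = 4), and NFYBA had 1582 ± 202 (SD, n = 3) against 2199 ± 114 (SD, n = 4), so these 2 genes differed in opposite directions (exact permutation p = 0.0286 for both). The genes of this list were chosen by r with control survival in the same control libraries, where 210 of its 221 genes had no overlap between these groups. Their p-values in control eggs are therefore not independent evidence. No pooled r is given for these genes, because control survival falls into separate clusters of females.

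**Figure D1:**
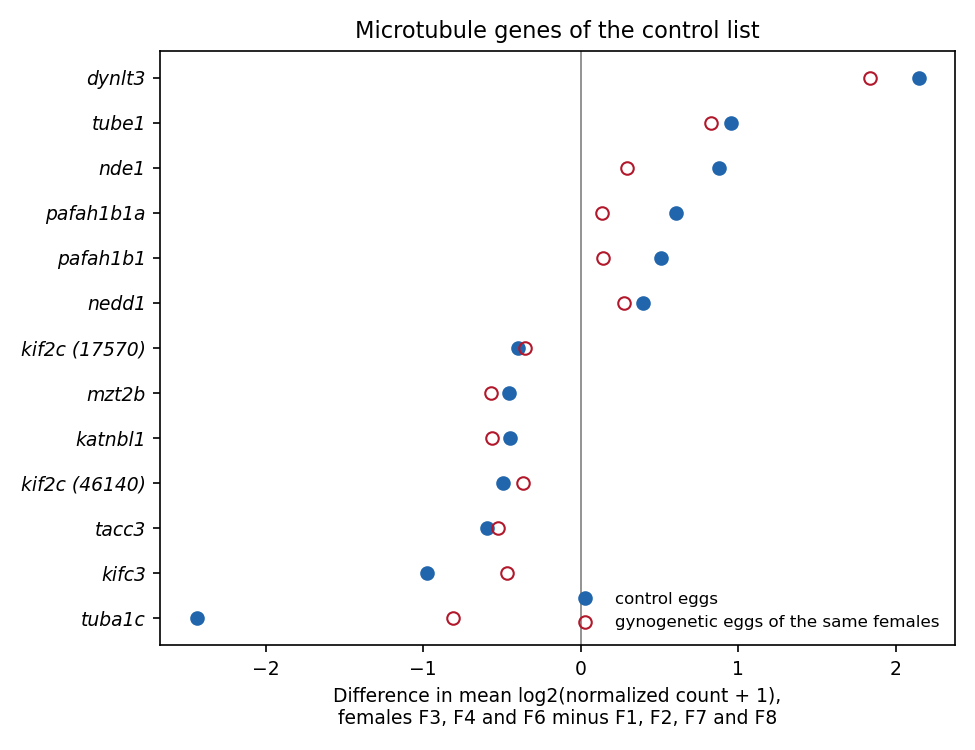
Difference in mean log2(normalized count + 1) between females F3, F4 and F6 and females F1, F2, F7 and F8 for the 13 genes of the control list picked by their symbols as microtubule genes, with control eggs as filled and gynogenetic eggs as open circles. In control eggs, 6 genes lie to the right of 0 and 7 to the left.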

In Table 2, we present twenty fairly annotated and protein-coding genes most strongly associated with the survival rates of the gynogenetic embryos. 

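Among the 20 genes, 13 had a positive and 7 a negative r with the survival of gynogenotes. LRRC47 (ENSOMYG00000030648), a protein with leucine-rich repeats, had 5843 ± 907 normalized counts (SD, n = 4) in gynogenetic eggs with increased and 7312 ± 461 (SD, n = 3) in eggs with decreased competence, and its r was -0.97 (permutation p = 0.000595, adjusted p = 1, Spearman's rho = -0.964, permutation p = 0.00278). Without females F7 and F8, whose survival lies farthest from the median, its r was -0.951. ENSOMYG00000008735 had 205 ± 107 (SD, n = 4) and 59.4 ± 46.5 (SD, n = 3) in gynogenetic eggs and 231 ± 126 (SD, n = 4) and 52.7 ± 58.3 (SD, n = 3) in control eggs of the same females. Across the 20 genes, the absolute r without females F7 and F8 was 0.76 to 0.98 and above 0.9 for 8 genes. In the control eggs of the same females, which come from the same clutches and are not independent evidence, 18 of the 20 kept the sign of r with the survival of gynogenotes, and 3 had an absolute r above 0.9 (PGAM5, TMEM97 and ENSOMYG00000008735). REM2 and GATA2 had the opposite sign there. Adjusted over the list alone, 2 of the study's 53 genes had a permutation p below 0.05 in the control eggs, PGAM5 and TMEM97.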

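PRLHR2A (ENSOMYG00000046739), a receptor for prolactin-releasing peptide, had 333 ± 52.4 normalized counts (SD, n = 4) in gynogenetic eggs with increased and 177 ± 48.4 (SD, n = 3) in eggs with decreased competence, a 1.88-fold difference (exact permutation p = 0.0571). FSTL3 (ENSOMYG00000019666), a secreted antagonist of activin, had 76.4 ± 34.6 (SD, n = 4) and 121 ± 4.16 (SD, n = 3), respectively, and was 1.59-fold lower with increased competence (exact permutation p = 0.114). In gynogenetic eggs, the r of PRLHR2A with survival was 0.948 (permutation p = 0.00298, adjusted p = 1, rho = 0.964, permutation p = 0.00278), and 0.959 without females F7 and F8. The r of FSTL3 was -0.941 (permutation p = 0.00218, adjusted p = 1, rho = -0.893, permutation p = 0.0123), and -0.823 without these females. In control eggs, the r of PRLHR2A with the same survival rates was 0.742 (permutation p = 0.0456, adjusted over the list alone 0.186, rho = 0.679, permutation p = 0.11). Without females F7 and F8 it was 0.00463, so the relation in control eggs rests on these females.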

The genes included interesting candidates for the development of eggs after gynogenetic activation, e.g., prolactin-releasing peptide receptor or follistatin-related protein 3. The expression of the most functionally interesting genes was analyzed in detail by comparing expression levels between females with high and low survival rates and analysis of expression profile variation.

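TMEM97 (ENSOMYG00000033636), a membrane protein of sterol transport, was 13.5-fold higher in gynogenetic eggs with increased competence, with 83.6 ± 41.5 normalized counts (SD, n = 4) against 6.18 ± 6.46 (SD, n = 3, exact permutation p = 0.0571). In control eggs of the same females it was 16.9-fold higher, with 99.8 ± 50.1 (SD, n = 4) against 5.91 ± 6.81 (SD, n = 3, exact permutation p = 0.0286). Its r with the survival of gynogenotes was 0.957 in gynogenetic eggs (permutation p = 0.000595, adjusted p = 1, rho = 0.964, permutation p = 0.00278) and 0.937 in control eggs (permutation p = 0.000595, adjusted over the list alone 0.0315, rho = 0.964, permutation p = 0.00278). Without females F7 and F8, these were 0.913 and 0.91. TMEM97 was picked by r with these survival rates in eggs of the same clutches, so its p in control eggs is not independent evidence. IRS2A had 347 ± 104 normalized counts (SD, n = 4) in gynogenetic eggs with increased competence and 0 to 1.84 in the 3 libraries with decreased competence (exact permutation p = 0.0286). In control eggs it had 479 ± 183 (SD, n = 4) and was not detected in females F2, F3 and F6. Its r with survival was 0.958 in gynogenetic eggs (permutation p = 0.00437, adjusted p = 1, rho = 0.901, permutation p = 0.00952), and 0.897 without females F7 and F8.

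**Figure D2:**
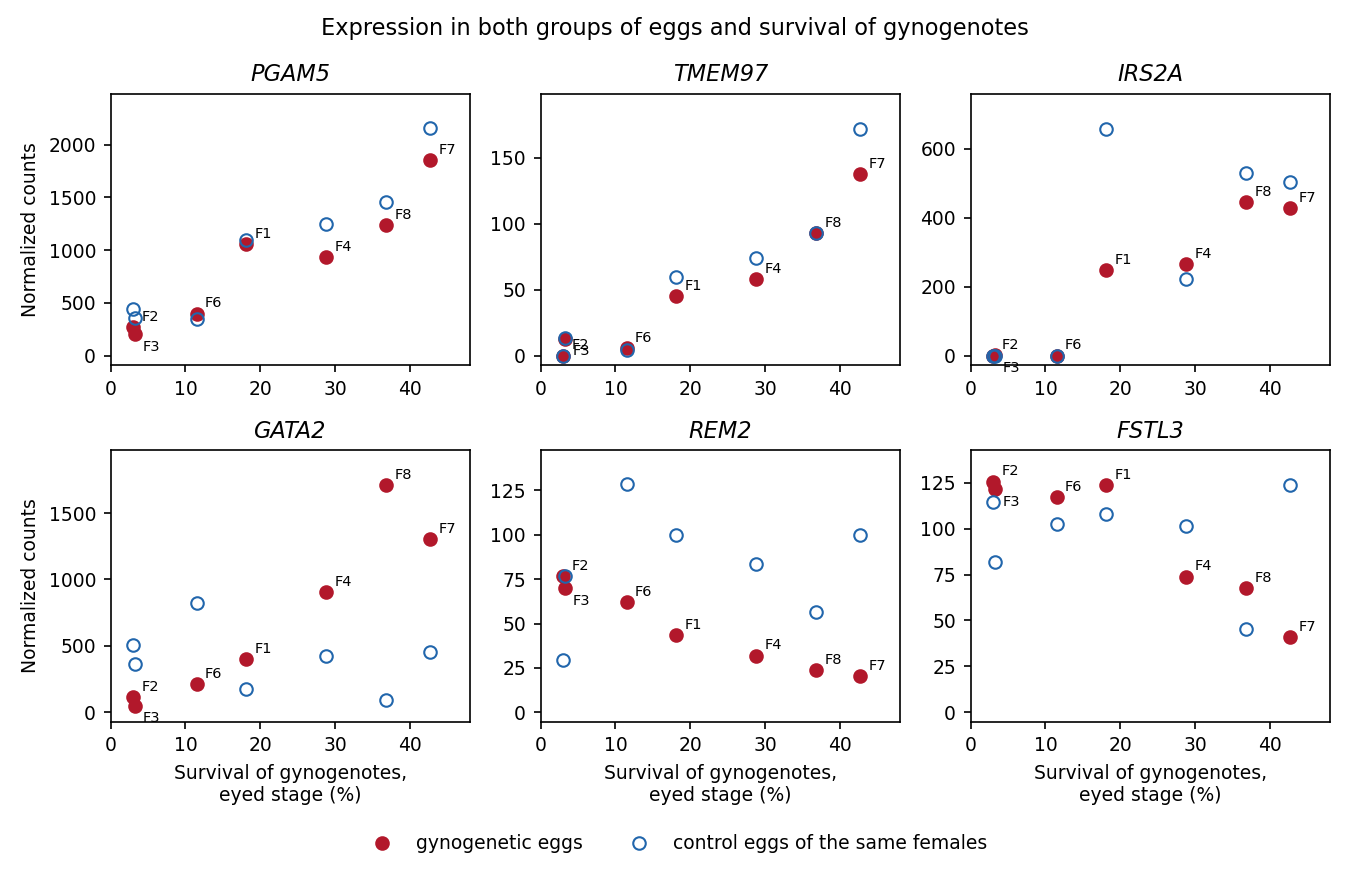
Normalized counts of 6 genes of Table 2 against the eyed-stage survival of gynogenotes (%) for the 7 females, with gynogenetic eggs as filled and control eggs as open circles. IRS2A lies at 0 to 1.84 in both kinds of eggs of females F2, F3 and F6, and GATA2 rises with survival in the filled circles alone.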

## 4. Discussion

The production of diploid homozygous fish (DHs) may be inefficient due to the low survival rates of mitotic gynogenotes and androgenotes observed in many species [11]. The mortality of DHs is a complex issue primarily resulting from the expression of lethal alleles and the side effects of the physical shock applied during the duplication of uniparental chromosomes. Variations in the survival rates of gynogenotes developing from eggs sourced from different females have been observed in several fish species [29,30,31,32]. This indicates that the quality and origin of eggs (maternal effects) should also be considered as contributing factors that may partially explain the low yields of gynogenetic DHs. The quality of fish eggs is influenced by the rearing conditions, including environmental factors, husbandry practices, feeding, stress from handling, and overall welfare during oogenesis (1), the genetic status of the gamete donors (specifically their level of heterozygosity) (2), and the genetic and epigenetic regulation of maternal gene expression (3) [33,34]. In our research, all egg donors originated from the same broodstock and were reared under identical conditions, resulting in high and comparable egg quality. This quality was reflected by the similar survival rates of individuals that hatched from eggs fertilized with non-irradiated sperm (Table 1). Surprisingly, the developmental potential of eggs from different females varied significantly when activated by UV-irradiated spermatozoa and subjected to high hydrostatic pressure (HHP) shock (Table 1). Even more intriguing is the observation that eggs with the highest survival rates after fertilization with non-irradiated spermatozoa did not exhibit increased competence for gynogenetic development (Table 1). Several reports indicated that egg quality may affect efficiency of gynogenesis and androgenesis (reviewed by Ocalewicz [35]). However, eggs originating from different females may differ in the predisposition for gynogenesis, and this characteristic is not always related to egg quality sensu stricto (developmental competence). A female effect on the gynogenesis was previously proposed in the goldfish and crucian carp (*Carassius auratus* Linnaeus 1758), where eggs from different females exhibited different sensitivity to physical shocks applied for gynogenesis [36]. The exposure of gynogenetically activated eggs to sub-lethal physical treatment is an indispensable step for production of viable gynogenotes, since haploid fish suffer from so-called haploid syndrome and die during embryogenesis or shortly after hatching [37]. Paradoxically, the same physical treatment that recovers diploidy and enables generation of viable DH individuals is responsible for the decreased survival of gynogenetic diploid embryos; during the early stage of development, haploids show better survival than DHs [38]. Theoretically, the problem with egg oversensitivity to HHP shock might be overcome by using diploid eggs generated by tetraploid females for gynogenetic purposes. However, gynogenetic offspring provided by the activation of diploid eggs with UV-irradiated spermatozoa would not be fully homozygous. Moreover, low survival of tetraploids up to the maturation stage limits production of the diploid gynogenotes without application of physical shock.

Application of physical shock to eggs activated by irradiated spermatozoa at the prophase of the first mitosis in zygotes results in duplication of the maternal haploid set of chromosomes and thereby duplication of all alleles (also those that are deleterious). Expression of lethal alleles is considered the main factor responsible for the low survival of DHs. Nevertheless, such recessive alleles only act after the maternal to zygotic transition that occurs at the mid-blastula transition. In rainbow trout eggs incubated at 10 °C, mid-blastula transition takes place between the second and the third day after fertilization [39]. Prior zygotic genome activation, fish embryonic development is under control of the maternal mRNA deposited in the oocytes during oogenesis [40]. Therefore, early embryo mortality of DHs might be associated with expression of the maternal genome. The pattern of global gene expression in the rainbow trout eggs varied between clutches (females) (Figure 1), in accordance with our previous observations [41]. 

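Some transcripts were abundant in the eggs of some females and absent or almost absent from those of others. ENSOMYG00000040583, which has no symbol, had 2827 and 3122 normalized counts in control and gynogenetic eggs of female F2 and 6113 and 7859 in those of female F4, and 0 in both libraries of females F6, F7 and F8. ENSOMYG00000021731 had 1482 to 3609 normalized counts in the libraries of females F1, F2, F6 and F8 and at most 3.02 in those of females F4 and F7. In all, 62 genes had at most 3 counts in both libraries of at least 2 females and at least 100 normalized counts in both libraries of at least 2 others. In 15 of these, each of the 7 females was either at the low or at the high level in both libraries. IRS2A was the 1 of the 62 genes that was at the low level in females F2, F3 and F6 alone. A count of 0 allows up to 3 counts among the 34535902 to 67557305 assigned per library, and this limit covers counting error only.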

In spite of low differences between survival rates of progenies of all females from the control groups whose eggs were used in the experiment, about 200 genes whose expression was linked to survivability were found. This shows how much room there is to look for potential molecular markers of fish egg quality in salmonids.

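GGCX (ENSOMYG00000046605), the enzyme of vitamin K-dependent carboxylation, was 4.83-fold higher in control eggs of females F3, F4 and F6, with 1445 ± 214 normalized counts (SD, n = 3) against 299 ± 56.1 (SD, n = 4). In gynogenetic eggs of the same females it was 3.11-fold higher, with 1246 ± 402 (SD, n = 3) against 401 ± 154 (SD, n = 4). UNM_SA821 (ENSOMYG00000003619), which the study places in small molecule metabolism, was 5.16-fold higher in control eggs, with 389 ± 86.4 (SD, n = 3) against 75.4 ± 29.0 (SD, n = 4), and 4.95-fold higher in gynogenetic eggs (exact permutation p = 0.0286 for both genes in both kinds of eggs). In edgeR's test of these groups over all genes, GGCX and UNM_SA821 did not pass (adjusted p = 0.169 and 0.716). The test called 3 genes without a symbol at an adjusted p below 0.05, and 1764 genes had an unadjusted p below 0.05, while DESeq2 called 69. ENSOMYG00000039177 had 1503 to 1830.3 normalized counts in control eggs of females F1, F2, F7 and F8 and 2.18 to 25.4 in those of females F3, F4 and F6 (adjusted p = 0.00781), while ENSOMYG00000037193 had 25.6 to 72.5 and 1021 to 1552 and ENSOMYG00000069972 had 96.7 to 150.2 and 1139.7 to 2064 (adjusted p = 0.00781 for both). Without female F7, edgeR called 0 genes, with 1615 at an unadjusted p below 0.05. In the gynogenetic eggs, 202 of the study's 221 genes differed between these females in the same direction as in control eggs, and 32 of them had the smallest exact permutation p there, but the eggs share their clutches and are not independent evidence.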

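IRS2A had the lowest p of all genes in edgeR's comparison of eggs with increased and decreased competence. Its log2 fold change was 8.89 in gynogenetic eggs (SE 1.01, adjusted p = 0.0125 from edgeR's quasi-likelihood test) and 11.86 in control eggs of the same females (SE 1.01, adjusted p = 0.0107), values that depend on the prior count because the lower group is at or near 0. It was the 1 gene called in each kind of eggs, with 802 genes at an unadjusted p below 0.05 in gynogenetic and 1157 in control eggs. Both kinds of eggs come from the same clutches, split in the same way, so the call in control eggs is not independent evidence. At least 1 gene was called in 14 of 35 splits of the gynogenetic libraries into groups of these sizes, the real one included. Chance is therefore not excluded. DESeq2 called 35 genes in gynogenetic eggs, 27 of them higher and 8 lower with increased competence. Next by p among the genes with a symbol, GATA2 (log2 fold change 3.06, SE 0.64, adjusted p = 0.877) and PGAM5 (2.08, SE 0.46, adjusted p = 0.948) did not pass. Without female F2, edgeR called 0 genes in gynogenetic eggs, with 794 at an unadjusted p below 0.05, with females F4, F7 and F8 set against the other 4 it called 0, with 741, and with its setting legacy = FALSE it called 0, with 971.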

Analysis of the maternal RNA showed that eggs with increased ability to develop after activation with UV-irradiated spermatozoa had different transcriptomic profiles of the maternal RNA than eggs with low competence for gynogenesis (Figure 2). 

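PGAM5 was 4.34-fold higher in gynogenetic eggs with increased competence, with 1271 ± 409.6 normalized counts (SD, n = 4) against 293 ± 98.5 (SD, n = 3, exact permutation p = 0.0286). In control eggs of the same females it was 3.9-fold higher, with 1491 ± 470.5 (SD, n = 4) against 382 ± 51.8 (SD, n = 3, exact permutation p = 0.0286). Its r with the survival of gynogenotes was 0.944 in gynogenetic eggs (permutation p = 0.00119, adjusted p = 1, rho = 0.929, permutation p = 0.00675) and 0.953 in control eggs (permutation p = 0.00119, adjusted over the list alone 0.0315, rho = 0.857, permutation p = 0.0238). Without females F7 and F8 these were 0.876 and 0.903. PGAM5 was picked by r with these survival rates in eggs of the same clutches, so its p in control eggs is not independent evidence. The gene listed as caspase 6 (CASP6, ENSOMYG00000038502), which the study's annotation also gives the symbol PLA2G12A, had 61.1 ± 10.8 (SD, n = 4) against 42.4 ± 7.45 (SD, n = 3) in gynogenetic eggs, a 1.44-fold difference (exact permutation p = 0.0571). In control eggs it had 60.9 ± 18.3 (SD, n = 4) and 55.8 ± 14.0 (SD, n = 3, exact permutation p = 0.743). Its r was 0.957 in gynogenetic eggs (permutation p = 0.000397, adjusted p = 1, rho = 0.964, permutation p = 0.00278), and 0.888 without females F7 and F8.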

Among twenty genes whose expression was substantially upregulated are those like *CASP 6* and *PGAM5* that are encoding proteins (caspase 6 and mitochondrial Serine/threonine-protein phosphatase, respectively) involved in the apoptotic processes [42]. Apoptosis facilitates elimination of damaged cells; therefore, it is an essential cellular mechanism during embryonic development [43]. This may be crucial in the case of induced gynogenesis when eggs are activated with UV-irradiated sperm cells and subjected to physical shock for ploidy elevation. An improper (too little) dose of radiation applied to the milt results in the incomplete inactivation of paternal chromosomes [44]. Radiation-induced chromosome fragments that are transferred to the zygote may impair further cell cleavages, destabilize genome organization, and finally, decrease survival of the DHs. Embryonic development of DHs may be also impaired by ploidy disturbances, including haploid/diploid mosaicism, observed sometimes in the gynogenetic specimens [38,45]. *PGAM5* protein has also been found to play an important role in the regulation of mitochondrial number and morphology [46,47]. Mitochondria and mitochondrial DNA influence oocyte quality, and the high number of mitochondria is essential for successful early embryogenesis [48,49]. Maternally inherited mitochondria supply the energy necessary for oocyte viability and early development until embryonic mitochondria take over their functions [50,51].

Gene-encoding GATA-binding protein 2a is another gene with increased expression observed in trout eggs exhibiting high potential for gynogenesis. 

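GATA2 (ENSOMYG00000041565) was 8.67-fold higher in gynogenetic eggs with increased competence, with 1080.4 ± 561 normalized counts (SD, n = 4) against 125 ± 80.9 (SD, n = 3, exact permutation p = 0.0571). In control eggs of the same females it had 286 ± 180.3 (SD, n = 4) and 564 ± 235 (SD, n = 3, exact permutation p = 0.2). Its r with the survival of gynogenotes was 0.941 in gynogenetic eggs (permutation p = 0.00198, adjusted p = 1, rho = 0.929, permutation p = 0.00675), and 0.969 without females F7 and F8. In control eggs r was -0.356 (permutation p = 0.455, adjusted over the list alone 0.635, rho = -0.357, permutation p = 0.444). In edgeR with the female as a block, its slope on survival differed between the treatments by 1.40 on the log2 scale per 10 percentage points (SE 0.18). This test of the difference was chosen after the data were seen, and its p is not relied on here.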

GATA-binding proteins are a family of the transcription factors. Maternally expressed *GATA* may play an important role in the earliest transcription of the zygotic genome in the ascidians [52]. *GATA2*- and *GATA3*-encoding proteins are considered to be involved in early embryonic patterning in *Xenopus* and zebrafish (*Danio rerio*) [53,54,55]. Increased survival of rainbow trout gynogenetic DHs is also correlated with up-regulation of the transcription of gene encoding ras-like protein family member 11B (RASL11B). 

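RASL11B (ENSOMYG00000003059), a small GTPase of the Ras family, was 2.89-fold higher in gynogenetic eggs with increased competence, with 40.0 ± 13.4 normalized counts (SD, n = 4) against 13.9 ± 7.86 (SD, n = 3, exact permutation p = 0.0857). In control eggs of the same females it had 33.1 ± 20.7 (SD, n = 4) and 22.6 ± 11.2 (SD, n = 3, exact permutation p = 0.486). Its r with survival was 0.93 in gynogenetic eggs (permutation p = 0.00635, adjusted p = 1, rho = 0.821, permutation p = 0.0341), and 0.947 without females F7 and F8. In control eggs r was 0.264 (permutation p = 0.584, adjusted over the list alone 0.755, rho = 0.0357, permutation p = 0.963).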

Proteins from the ras family are involved in the oocyte maturation and the prophase arrest in *Xenopus* [56,57]. The strict control of oocyte development and meiosis matters when further treatment after fertilization/egg activation needs to be applied at a particular moment, like the physical shock used for chromosome duplication during gynogenesis.

On the other hand, eggs that assure efficient development of gynogenetic DH rainbow trout also exhibit decreased expression levels of several genes whose function is to control: apoptosis (*Rem 2 GTPase*) follicular development (*FSTL3*), cell progression and divisions, RNA splicing, and protein synthesis (*phosphatase 1A-like*) [58,59,60]. 

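REM2 (ENSOMYG00000028370) was 2.33-fold lower in gynogenetic eggs with increased competence, with 29.8 ± 10.2 normalized counts (SD, n = 4) against 69.6 ± 7.29 (SD, n = 3, exact permutation p = 0.0286). In control eggs of the same females it had 84.9 ± 20.6 (SD, n = 4) and 78.4 ± 49.6 (SD, n = 3, exact permutation p = 0.886). The phosphatase gene PPM1AB (ENSOMYG00000010770) had 1.55 ± 3.09 (SD, n = 4) and 10.7 ± 1.32 (SD, n = 3) in gynogenetic eggs (exact permutation p = 0.0571), and 2.35 ± 2.85 (SD, n = 4) and 0.728 ± 1.26 (SD, n = 3) in control eggs (exact permutation p = 0.543). In control eggs, FSTL3 had 94.7 ± 34.1 (SD, n = 4) and 99.6 ± 16.5 (SD, n = 3, exact permutation p = 0.857). In gynogenetic eggs, the r of REM2 with survival was -0.981 (permutation p = 0.000595, adjusted p = 1, rho = -1, permutation p = 0.000397, the smallest for rho), and -0.98 without females F7 and F8. In control eggs r was 0.171 (permutation p = 0.71, adjusted over the list alone 0.784, rho = 0.25, permutation p = 0.595). The r of PPM1AB was -0.933 in gynogenetic eggs (permutation p = 0.00714, adjusted p = 1, rho = -0.927, permutation p = 0.00952), and -0.904 without females F7 and F8.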

Down regulation of some genes that are potentially associated with crucial embryonic development processes may suggest that their decreased expression is fair enough for the early cell cleavages.

Genes whose expression profiles were altered in eggs with different qualities and those showing increased potential for gynogenesis should be further extensively studied to find out their precise function in the rainbow trout and to provide molecular markers for trout egg quality and developmental competence for gynogenesis. Apart from genetic regulation, an analysis of the epigenetic changes in the DNA of rainbow trout eggs and gynogenetic embryos needs to also be considered, as such regulation of the gene expression was observed in gynogenetic cyprinids [61].

## Figures and Tables

**Figure 1:**
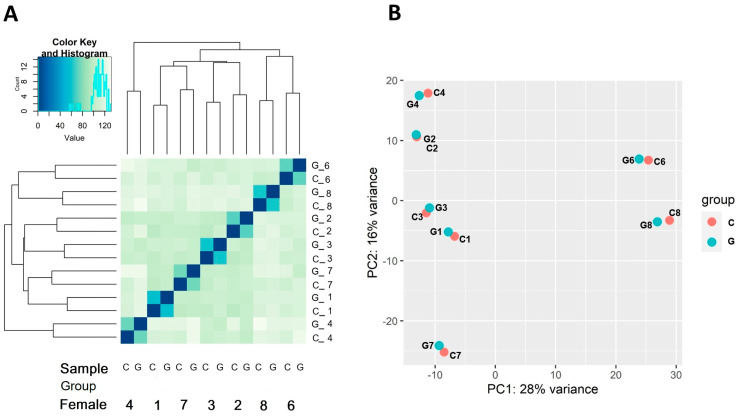
Clustering of expression profiles of the analyzed samples based on correlation coefficient (**A**) and principal components analysis (**B**). Clear clustering of samples according to females (1–8) but not treatment (G, C) can be observed.

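Within females, a number of transcripts differed between gynogenetic and control eggs. MARCHF7 (ENSOMYG00000014938), a ubiquitin ligase, had 4917 ± 1521 normalized counts (SD, n = 7) in gynogenetic and 10151 ± 3692 (SD, n = 7) in control eggs and was lower in 7 of 7 females. Its log2 fold change was -1.02 (SE 0.14, adjusted p = 6.94e-08 from edgeR's quasi-likelihood test with the female as a block). BRF2 (ENSOMYG00000028192), an initiation factor of RNA polymerase III, was lower in 7 of 7 females, with a log2 fold change of -0.82 (SE 0.15, adjusted p = 3.12e-05). NIPBL (ENSOMYG00000028750), which loads cohesin onto chromosomes, had 158 ± 85.8 (SD, n = 7) in gynogenetic and 59.0 ± 38.5 (SD, n = 7) in control eggs and was higher in 7 of 7 females (log2 fold change 1.48, SE 0.31, adjusted p = 0.000498). The death-associated kinase DAPK3 (ENSOMYG00000001356) and the clathrin adaptor subunit AP2A2 (ENSOMYG00000016458) were also higher in 7 of 7 females, with log2 fold changes of 0.96 (SE 0.20, adjusted p = 0.000686) and 0.85 (SE 0.19, adjusted p = 0.00104). PPDPFA, a gene of Table 2, had a log2 fold change of -0.74 (SE 0.17, adjusted p = 0.00159) and was lower in 6 of 7 females. TMEM33, IQSEC1, KATNBL1 and C18ORF25 were lower too, with log2 fold changes between -0.73 and -0.49. With the female as a block, edgeR called 1557 genes at an adjusted p below 0.05, of which 396 were higher and 1161 lower in gynogenetic eggs, and DESeq2 called 1884. The genes named here all come from the study's lists for survival, since only these have a symbol. Of these lists, 3 of 53 and 19 of 221 genes were called, beside 5.04% of all genes tested. The lowest adjusted p in this edgeR test was 5.996e-20, for a gene without a symbol. Without female F4, the number of genes that edgeR called higher was 238. Without the block, edgeR called 57 genes, 57 of them lower, and DESeq2 245, of which 32 were higher. Of the 1557 genes, 217 were higher and 797 lower in all 7 females.

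**Figure D3:**
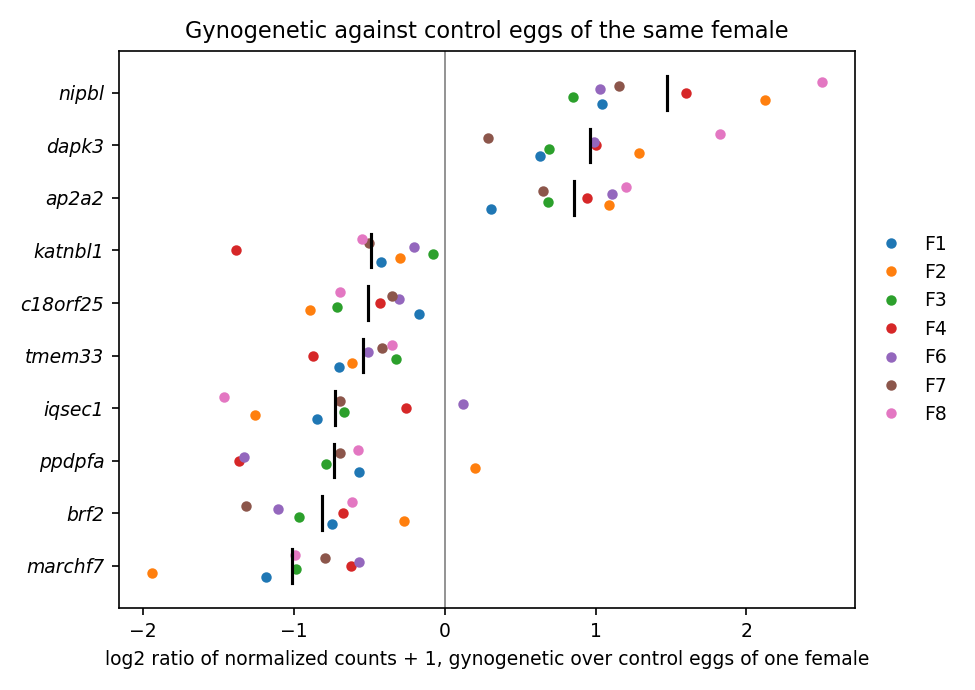
log2 ratio of normalized counts + 1 of gynogenetic over control eggs of the same female, with 1 point per female and a bar at the mean. The 10 genes are those with the lowest p among the genes with a symbol, which all come from the study's lists for survival. MARCHF7 and BRF2 lie below 0 and NIPBL, DAPK3 and AP2A2 above 0 in 7 of 7 females.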

**Figure 2:**
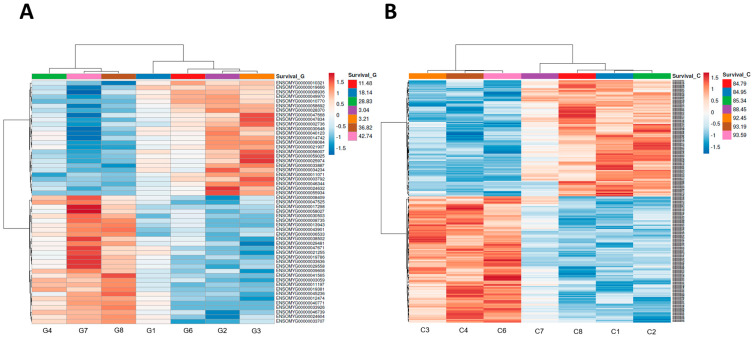
Hierarchical clustering of samples and expression profiles of genes mostly correlated with survival rates of rainbow trout from gynogenetic (**A**) and control (**B**) groups. Two major clusters of samples are visible, corresponding to eggs with high (G4, G7, G8) and low (G1, G2, G3, G6) survival rates after activation with UV-irradiated sperm (**A**) and high (C3, C4, C6) and low (C1, C2, C7, C8) survival rates after activation with non-irradiated sperm (**B**). Gene profiles are clustered into two main groups, corresponding to positive and negative correlations with the survival rates.

**Table 1:** Survival rates (% ± SD) of gynogenetic and normal (parentheses) rainbow trout offspring developing in eggs originating from eight females. Different letters indicate significant differences (*p* < 0.05) in survival of gynogenetic embryos and larvae that hatched from eggs from different females.

Developmental Competence for Gynogenesis	Female	EYED STAGE	Swim-Up Stage
Increased	F_1_	18.14 ± 2.2 ^a^ (84.95 ± 4.97)	14.39 ± 2.49 ^a^ (80.01 ± 4.19)
	F_4_	28.83 ± 2.1 ^c^ (93.19 ± 2.31)	12.65 ± 0.43 ^c^ (88.81 ± 2.46)
	F_7_	42.74 ± 1.27 ^e^ (88.45 ± 0.78)	36.88 ± 1.70 ^e^ (82.82 ± 1.61)
	F_8_	36.82 ± 2.5 ^f^ (84.79 ± 4.63)	19.64 ± 4.49 ^f^ (79.71 ± 4.34)
Decreased	F_2_	3.04 ± 0.65 ^b^ (85.34 ± 2.90)	1.34 ± 0.25 ^b^ (77.89 ± 4.66)
	F_3_	3.21 ± 0.33 ^b^ (92.45 ± 1.70)	2.54 ± 0.36 ^b^ (92.12 ± 1.64)
	F_5_	5.93 ± 1.47 ^b^ (90.13 ± 3.52)	1.93 ± 0.43 ^b^ (75.37 ± 18.69)
	F_6_	11.48 ± 1.47 ^d^ (93.59 ± 3.79)	6.13 ± 1.0 ^d^ (93.29 ± 4.30)

**Table 2:** Protein coding and well-annotated genes showing the strongest correlation of expression profile with the survival of gynogenetically activated eggs.

ENSEMBL ID	Gene Symbol	Correlation Coefficient	Gene Name
ENSOMYG00000028370	*REM2*	−0.982	GTP-binding protein REM 2-like
ENSOMYG00000012474		0.973	interferon regulatory factor 4-like
ENSOMYG00000030648	*LRRC47*	−0.967	leucine rich repeat containing 47
ENSOMYG00000008084	*HESX1*	−0.962	HESX homeobox 1
ENSOMYG00000040771	*IRS2a*	0.962	insulin receptor substrate 2
ENSOMYG00000033636	*TMEM97*	0.96	transmembrane protein 97
ENSOMYG00000038502	*CASP6*	0.954	caspase 6
ENSOMYG00000008735		0.952	T-cell ecto-ADP-ribosyltransferase 1-like
ENSOMYG00000021907	*MYRIP*	−0.949	Danio rerio myosin VIIA and Rab interacting protein (myrip)
ENSOMYG00000046739	*PRLHR2A*	0.948	prolactin-releasing peptide receptor-like
ENSOMYG00000047671	*PGAM5*	0.946	serine/threonine-protein phosphatase PGAM5, mitochondrial-like
ENSOMYG00000013943	*PPDPFA*	0.944	pancreatic progenitor cell differentiation and proliferation factor-like
ENSOMYG00000041565	*GATA2*	0.943	GATA binding protein 2a
ENSOMYG00000011197	*OXSR1*	0.942	oxidative stress responsive kinase 1a
ENSOMYG00000019666	*FSTL3*	−0.94	follistatin-related protein 3-like
ENSOMYG00000047834		−0.939	Oncorhynchus mykiss Sec61 alpha form B (LOC100135961)
ENSOMYG00000019786	*ALX*	0.936	ALX homeobox protein 1-like
ENSOMYG00000010770	*PPM1AB*	−0.936	protein phosphatase 1A-like
ENSOMYG00000003059	*RASl11B*	0.929	ras-like protein family member 11B
ENSOMYG00000029481	*FBXW11A*	0.924	F-box/WD repeat-containing protein 11

## Data Availability

Data is available at the following links: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225353 (accessed on 3 July 2025), https://www.ncbi.nlm.nih.gov/Traces/study/?acc=PRJNA935331&o=acc_s%3Aa (accessed on 3 July 2025), https://www.ncbi.nlm.nih.gov/bioproject/PRJNA935331 (accessed on 3 July 2025).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/genes16070803/s1, Table S1: Length and weight of the gamete donors for the expriment, Files S1–S6: Database.

## References

[1] Lowe R., Shirley N., Bleackley M., Dolan S., Shafee T. (2017). Transcriptomics technologies. PLoS Comput. Biol..

[2] Mutz K.O., Heilkenbrinker A., Lönne M., Walter J.G., Stahl F. (2013). Transcriptome analysis using next-generation sequencing. Curr. Opin. Biotechnol..

[3] Chandhini S., Rejish Kumar V.J. (2019). Transcriptomics in aquaculture: Current status and applications. Rev. Aqua..

[4] Bonnet E., Fostier A., Bobe J. (2007). Microarray-based analysis of fish egg quality after natural or controlled ovulation. BMC Genomics.

[5] Lanes C.F.C., Bizuayehu T.T., de Oliveira Fernandes J.M., Kiron V., Babiak I. (2013). Transcriptome of Atlantic cod (*Gadus morhua* L.) early embryos from farmed and wild broodstocks. Mar. Biotechnol..

[6] Aegerter S., Jalabert B., Bobe J. (2005). Large scale real-time PCR analysis of mRNA abundance in rainbow trout eggs in relationship with egg quality and post-ovulatory ageing. Mol. Reprod. Dev..

[7] Chapman R.W., Reading B.J., Sullivan C.V. (2014). Ovary transcriptome profiling via artificial intelligence reveals a transcriptomic fingerprint predicting egg quality in striped bass, *Morone saxatilis*. PLoS ONE.

[8] Lanes C.F., Fernandes J.M., Kiron V., Babiak I. (2012). Profiling of key apoptotic, stress, and immune-related transcripts during embryonic and postembryonic development of Atlantic cod (*Gadus morhua* L.). Theriogenology.

[9] Mommens M., Fernandes J.M., Bizuayehu T.T., Bolla S.L., Johnston I.A., Babiak I. (2010). Maternal gene expression in Atlantic halibut (*Hippoglossus hippoglossus* L.) and its relation to egg quality. BMC Res. Notes.

[10] Pandian T.J., Koteeswaran R. (1998). Ploidy induction and sex control in fish. Hydrobiologia.

[11] Komen H., Thorgaard G., A (2007). Androgenesis, gynogenesis and the production of clones in fishes: A review. Aquaculture.

[12] Franek R., Baloch A.R., Kaspar V., Saito T., Fujimoto T., Arai K., Psenicka M. (2020). Isogenic lines in fish—A critical review. Rev. Aquac..

[13] Liu S., Zhang Y., Zhou Z., Waldbieser G., Sun F., Lu J., Zhang J., Jiang Y., Zhang H., Wang X. (2012). Efficient assembly and annotation of the transcriptome of catfish by RNA-Seq analysis of a doubled haploid homozygote. BMC Genomics.

[14] Jagiełło K., Dobosz S., Zalewski T., Polonis M., Ocalewicz K. (2018). Developmental competence of eggs produced by rainbow trout Doubled Haploids (DHs) and generation of the clonal lines. Reprod. Domest. Anim..

[15] Ocalewicz K., Gurgul A., Polonis M., Dobosz S. (2020). Preliminary identification of candidate genes related to survival of gynogenetic rainbow trout (*Oncorhynchus mykiss*) based on comparative transcriptome analysis. Animals.

[16] Rożyński R., Kuciński M., Dobosz S., Ocalewicz K. (2023). Successful application of UV-irradiated rainbow trout (*Oncorhynchus mykiss*) spermatozoa to induce gynogenetic development of the European grayling (*Thymallus thymallus*). Aquaculture.

[17] Billard R. (1992). Reproduction in rainbow trout: Sex differentiation, dynamics of gametogenesis, biology and preservation of gametes. Aquaculture.

[18] Polonis M., Fujimoto T., Dobosz S., Zalewski T., Ocalewicz K. (2018). Genome incompatibility between rainbow trout (*Oncorhynchus mykiss*) and sea trout (*Salmo trutta*) and induction of the interspecies gynogenesis. J. Appl. Genet..

[19] Ocalewicz K., Gurgul A., Pawlina-Tyszko K., Szmatoła T., Jasielczuk I., Bugno-Poniewierska M., Dobosz S. (2019). Induced androgenetic development in rainbow trout and transcriptome analysis of irradiated eggs. Sci. Rep..

[20] Wingett S.W., Andrews S. (2018). FastQ Screen: A tool for multi-genome mapping and quality control. F1000Research.

[21] Dodt M., Roehr J.T., Ahmed R., Dieterich C. (2012). FLEXBAR-Flexible Barcode and Adapter Processing for Next-Generation Sequencing Platforms. Biology.

[22] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[23] Anders S., Pyl P.T., Huber W. (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[24] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome. Biol..

[25] Ge S.X., Jung D., Yao R. (2020). ShinyGO: A graphical gene-set enrichment tool for animals and plants. Bioinformatics.

[26] Metsalu T., Vilo J. (2015). ClustVis: A web tool for visualizing clustering of multivariate data using Principal Component Analysis and heatmap. Nucleic Acids Res..

[27] Bland F., McIntosh R., Bain N., Snow M. (2012). Development and validation of a range of endogenous controls to support the implementation of practical Taqman real-time PCR-based surveillance for fish diseases within aquaculture. J. Fish. Dis..

[28] Pfaffl M.W. (2001). A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res..

[29] Naruse K., Ijiri K., Shima A., Egami N. (1985). The production of cloned fish in the Medaka (*Oryzias latipes*). J. Exp. Zool..

[30] Komen J., Bongers A.B.J., Richter C.J.J., van Muiswinkel W.B., Huisman E.A. (1991). Gynogenesis in common carp (*Cyprinus carpio* L.) II. The production of homozygous gynogenetic clones and F_1_ hybrids. Aquaculture.

[31] Arai K. (2001). Genetic improvement of aquaculture finfish species by chromosome manipulation techniques in Japan. Aquaculture.

[32] Quillet E., Garcia P., Guyomard R. (1991). Analysis of the production of all homozygous lines of rainbow trout by gynogenesis. J. Exp. Biol..

[33] Migaud H., Bell G., Cabrita E., McAndrew B., Davie A., Bobe J., Herraez M.P., Carrillo M. (2013). Gamete quality and broodstock management in temperate fish. Rev. Aquaculture.

[34] Bobe J. (2015). Egg quality in fish: Present and future challenges. Anim. Front..

[35] Ocalewicz K. (2024). Quality of fish eggs and production of androgenetic and gynogenetic doubled haploids (DHs). Fish. Physiol. Biochem..

[36] Yamaha E., Otani S., Minami A., Arai K. (2002). Dorso-ventral axis perturbation in goldfish embryos caused by heat- and pressure-shock treatments for chromosomes set manipulation. Fish. Sci..

[37] Luo C., Li B. (2003). Diploid-dependent regulation of gene expression: A genetic cause of abnormal development in fish haploid embryos. Heredity.

[38] Michalik O., Dobosz S., Zalewski T., Sapota M., Ocalewicz K. (2015). Induction of gynogenetic and androgenetic haploid and doubled haploid development in the brown trout (*Salmo trutta Linnaeus* 1758). Reprod. Domest. Anim..

[39] Takeuchi Y., Yoshizaki G., Takeuchi T. (1999). Green fluorescent protein as a cell-labelling tool and a reporter of gene expression in transgenic rainbow trout. Marine Biotech..

[40] Pelegri F. (2003). Maternal factors in zebrafish development. Dev. Dyn..

[41] Gurgul A., Pawlina-Tyszko K., Bugno-Poniewierska M., Szmatoła T., Jasielczuk I., Dobosz S., Ocalewicz K. (2018). Transcriptome analysis of rainbow trout (*Oncorhynchus mykiss*) eggs subjected to the high hydrostatic pressure treatment. Int. J. Genomics..

[42] Shalini S., Dorstyn L., Dawar S., Kumar S. (2015). Old, new and emerging functions of caspases. Cell Death Differ..

[43] Elmore S. (2007). Apoptosis: A review of programmed cell death. Toxicol. Pathol..

[44] Krisfalusi M., Wheeler P.A., Thorgaard G.H., Cloud J.G. (2000). Gonadal morphology of female diploid gynogenetic and triploid rainbow trout. J. Exp. Zool..

[45] Fopp-Bayat D., Ocalewicz K., Kucinski M., Jankun M., Laczynska B. (2017). Disturbances in the ploidy level in the gynogenetic sterlet *Acipenser ruthenus*. J. Appl. Genet..

[46] Cheng M., Lin N., Dong D., Ma J., Su J., Sun L. (2021). PGAM5: A crucial role in mitochondrial dynamics and programmed cell death. Eur. J. Cell Biol..

[47] Nag S., Szederkenyi K., Gorbenko O., Tyrrell H., Yip C.M., McQuibban G.A. (2023). PGAM5 is an MFN2 phosphatase that plays an essential role in the regulation of mitochondrial dynamics. Cell Rep..

[48] Wang L.Y., Wang D.H., Zou X.Y., Xu C.M. (2009). Mitochondrial functions on oocytes and preimplantation embryos. J. Zhejiang Univ. Sci. B..

[49] Chappel S. (2013). The role of mitochondria from mature oocyte to viable blastocyst. Obstet. Gynecol. Int..

[50] Wilding M., Coppola G., Dale B., Di Matteo L. (2009). Mitochondria and human preimplantation embryo development. Reproduction..

[51] Artuso L., Romano A., Verri T., Domenichini A., Argenton F., Santorelli F.M., Petruzzella V. (2012). Mitochondrial DNA metabolism in early development of zebrafish (*Danio rerio*). Biochim. Biophys. Acta.

[52] Imai K.S., Kobayashi K., Kari W., Rothbächer U., Ookubo N., Oda-Ishii I., Satou Y. (2020). Gata is ubiquitously required for the earliest zygotic gene transcription in the ascidian embryo. Dev. Biol..

[53] Zon L.I., Mather C., Burgess S., Bolce M.E., Harland R.M., Orkin S.H. (1991). Expression of GATA-binding proteins during embryonic development in Xenopus laevis. Proc. Natl. Acad. Sci. USA.

[54] Neave B., Rodaway A., Wilson S.W., Patient R., Holder N. (1995). Expression of zebrafish GATA 3 (gta3) during gastrulation and neurulation suggests a role in the specification of cell fate. Mech. Dev..

[55] Sykes T.G., Rodaway A.R., Walmsley M.E., Patient R.K. (1998). Suppression of GATA factor activity causes axis duplication in *Xenopus*. Development..

[56] Birchmeier C., Broek D., Wigler M. (1985). Ras proteins can induce meiosis in Xenopus oocytes. Cell.

[57] Jessus C., Rime H., Ozon R. (1998). Ras family proteins: New players involved in the diplotene arrest of *Xenopus oocytes*. Biol Cell..

[58] Edel M.J., Boué S., Menchon C., Sánchez-Danés A., Izpisua Belmonte J.C. (2010). Rem2 GTPase controls proliferation and apoptosis of neurons during embryo development. Cell Cycle.

[59] He J., Liu Q., Yu S., Lei M., Liu J., Di R., Ge Z., Hu W., Wang X., Liu N. (2021). Expression and functional analysis of the Follistatin-like 3 (FSTL3) gene in the sheep ovary during the oestrous cycle. Reprod. Domest. Anim..

[60] Xia Y., Sidis Y., Schneyer A. (2004). Overexpression of follistatin-like 3 in gonads causes defects in gonadal development and function in transgenic mice. Mol. Endocrinol..

[61] Qin Q., Wang C., Zhou Y., Qin H., Zhao C., Yang L., Yu T., Liu S. (2020). Rapid Genomic and Epigenetic Alterations in Gynogenetic Carassius auratus Red Var. Derived from Distant Hybridization. Mar. Biotechnol..

# Supplementary material for: Transcriptome Profiling Reveals Differences Between Rainbow Trout Eggs with High and Low Potential for Gynogenesis
**Source:** Genes (Basel). 2025 Jul 8;16(7):803. doi: 10.3390/genes16070803
**Supplement:** Supplementary file 1

Sample	Female	Group	Number of raw reads (pairs)	Number of filtered reads (pairs)	Percent of uniquely mapped reads (pairs)	Number of uniquely mapped reads (pairs)	Percent of reads mapped to annotation database
9	1	Control (C)	99,657,000	97,702,942	79.2	77,332,208	65
10	2		112,547,760	110,340,942	70.2	77,459,900	64
11	3		104,523,698	102,474,214	75.4	77,305,574	67
12	4		121,102,429	118,727,872	70.6	83,803,860	69
14	6		97,951,148	96,030,538	67.2	64,557,452	69
15	7		75,376,790	73,898,814	67.8	50,065,096	61
16	8		91,910,496	90,108,330	76.1	68,571,012	65
Group (mean)		C	100,438,474	98,469,093	72.4	71,299,300	66
17	1	Gynogenesis (G)	96,656,448	94,761,224	80.0	75,838,302	64
18	2		103,700,450	101,667,108	64.0	65,014,334	67
19	3		104,399,354	102,352,308	73.2	74,895,816	64
20	4		109,164,233	107,023,758	63.8	68,230,892	69
22	6		113,649,950	111,421,520	78.6	87,596,166	61
23	7		113,056,208	110,839,420	81.8	90,664,670	65
24	8		123,644,975	121,220,564	69.8	84,653,880	64
Group (mean)		G	109,181,660	107,040,843	73.0	78,127,723	65
All (mean)		Both	104,810,067	102,754,968	73	74,713,512	65

# Supplementary material for: Transcriptome Profiling Reveals Differences Between Rainbow Trout Eggs with High and Low Potential for Gynogenesis
**Source:** Genes (Basel). 2025 Jul 8;16(7):803. doi: 10.3390/genes16070803
**Supplement:** Supplementary file 1

Supplementary Table S1. Length and weight of the gamete donors for the experiment

Gamete donors		Total length (mm)	Weight (g)
females	males		
F ₁		540	2440
F ₂		615	3424
F ₃		565	2798
F ₄		655	4052
F ₅		560	3242
F ₆		550	3198
F ₇		630	3804
F ₈		560	2606
	rainbow trout 1	540	2288
	grayling 1	400	552
	grayling 2	325	266
	grayling 3	310	242

How the deposited data were processed for this re-analysis (not part of the article)

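Eggs of 7 female rainbow trout were studied, with 1 control and 1 gynogenetic library per female, each from a pool of eggs of the same clutch. The counts are unnormalized read pairs per Ensembl gene, made by the authors with FastQC 0.11.9, Flexbar trimming (ends of low quality, reads under 35 bp and adapters removed), STAR 2.7.5c on OmykA_1.1 and HTSeq (1.99.2 in the submitters' notes) on the annotation of Ensembl, and they were used here as deposited. The strand setting of the counting is not given in the sources used here. Each library has 64494 genes and 5 summary lines, which were left out. The authors normalized with DESeq2, for which they give the version 3.16, and normalized values were computed anew here.

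The deposited labels give the treatment and a replicate number for each library but not the female. The female was taken from Supplementary File 1 through the library number, which appears in the names of the deposited files. This was checked afterwards against the normalized counts that the study prints for its genes. In each of the 14 libraries the ratio of the deposited to the printed counts was constant over genes for the assigned female and group, and the coefficient of variation was 0.263 or more for any other library.

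The median of the assigned counts was 56106552 in the control and 55140305 in the gynogenetic libraries. A gene with 100 counts in a library has a counting error of 10%, to which the variation between pools of eggs adds. DESeq2 1.42.0 size factors over the 14 libraries gave the normalized counts. A gene was detected when its mean normalized count was above 1, which is the study's definition. Correlations with survival followed the study, with Pearson's r of normalized counts and the survival rate at the eyed stage within each group of 7 libraries. The permutation p is two-sided and exact over all orders of the 7 values. Unadjusted and adjusted p-values are given because the number of females limits the smallest p.

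Comparisons over all detected genes used the quasi-likelihood F-test of edgeR 4.0.16 with TMM factors in R 4.3.3 and an adjusted p below 0.05. They were the trend on survival in each group, females with increased against females with decreased competence in gynogenetic eggs, females F3, F4 and F6 against the others in control eggs, gynogenetic against control eggs, and the 7 females with treatment as a covariate. DESeq2's Wald test or likelihood ratio test was run beside each. The 2 libraries of a female come from the same clutch, so the replicate number pairs them. As a check, the deviations of the 2 libraries from their group means correlated with r from 0.373 to 0.529 within a female, and with at most 0.0548 between females. The comparison of gynogenetic with control eggs was therefore also run with the female as a replicate block. A test of whether the slope on survival differed between the treatments was added after the data were seen.

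The tests were tested on simulated data with the means, library sizes and dispersions of the 30919 detected genes, in which 200 genes with a mean of at least 10 were changed. Of genes changed 8-fold, edgeR recovered 27.3% for the trend in gynogenetic eggs, 42.4% for the trend in control eggs, 59.1% for increased against decreased competence, 51.5% for high against low survival of controls, 75.8% for gynogenetic against control eggs, 90.9% with the block, 48.5% for the difference in slope and 92.4% for the females. Of genes changed 2-fold, it recovered 1.49%, 0%, 5.97%, 1.49%, 11.9%, 55.2%, 0% and 32.8% in the same order, with 4, 13, 30, 17, 5, 3, 6 and 8 unchanged genes called. The threshold on r was tried on simpler data, with the same low dispersion for all genes. The genes built to follow survival there were abundant and carried counting error only. Of these, 200 of 200 were recovered, which does not measure how many would be found in the real data. Of the unrelated genes of 30919 tested, 0.622% passed.

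Genes were named by a rule set before the data were examined, although the values in the paper's tables had been seen. It took every gene that the study names, the 10 genes with a symbol and the lowest p that passed in each edgeR comparison at a mean of at least 10 normalized counts (or the passing genes and the next by p up to 5 in all), up to 4 members of each of 20 gene lists, and the members of the study's enriched groups. The lists were to be tested as gene sets, but symbols were at hand for 0.724% of the detected genes, so no gene set test was run and 15 lists had a member among the study's genes. Genes without a symbol are named by their Ensembl identifier where a count was small or an example was needed.

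The alternatives set before the data were examined were TMM-scaled counts or DESeq2 size factors, other filters on low counts, log2 values with a pseudocount of 1, Spearman's rho, survival at the swim-up stage or its logit, the other library of each female or the mean of its 2 libraries, other groups of females, and leaving out each female in turn. For the edgeR comparisons other than that of the females, the sample labels were also rearranged, and smaller draws of these had been examined before the numbers given here. Added afterwards were edgeR with robust = TRUE or legacy = FALSE, survival drawn within its error, the adjustment over the selected genes alone and all orders of survival in place of 100 drawn orders. The RT-qPCR measurements, the enrichment analyses and female F5 were not analysed here.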

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

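The counts of genes correlated with survival were set against other orders of survival, and the difference in slope between the treatments was tested, only after these results had been seen.

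In gynogenetic eggs, TMEM97, IRS2A, PGAM5 and GATA2 stood among 54 genes past an absolute r of 0.9, and in control eggs DAZAP2, CHRAC1 and TUBE1 among 229. When the 7 survival rates were given to the females in all possible orders, 4958 orders (a share of 0.984) gave at least 54 genes in the gynogenetic group, with up to 579 in another order, and 388 (0.077) gave at least 229 in the control group (99 and 4 in a first draw of 100 orders), with up to 361. The counts that edgeR called were also reached when the females were arranged otherwise, in 18 of 100 orders for the 2 genes of the trend in gynogenetic eggs (highest other 9), 14 of 35 splits for the 1 gene of increased against decreased competence (highest other 7) and 6 of 35 for the 3 genes of high against low control survival (highest other 5). For the trend in control eggs edgeR called 0 genes (2246 at an unadjusted p below 0.05 and 54 called by DESeq2), a count that 100 of 100 orders must reach (highest other 7), so this comparison says nothing about chance. Chance could not be excluded for the other 5 counts, and a relation of single genes with egg competence stays open, since other females were not tested.

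A comparison that the paper does not report set gynogenetic against control eggs of the same female, and with the female as a block edgeR called 1557 genes, among them MARCHF7 and BRF2 lower and NIPBL and DAPK3 higher. A difference in library size is argued against, since 97.9% of the genes were called again with every library thinned to the smallest total. A few genes did not take most of the counts, since the 100 most abundant held a mean of 12% in control and 12.4% in gynogenetic libraries. Without these 100 genes, 99.2% of the called genes were called again. With so small a share and TMM factors, this outcome was nearly fixed, so no conclusion is drawn from it. Chance is argued against, because 1 of 64 assignments of the labels within females, the real one, gave as many genes. This share of 0.0156 is the smallest that the test can give. The highest other count was 555, with the labels of female F8 alone exchanged. Without the block, 1 of 100 splits gave the 57 genes (highest other 24). Most of these splits, unlike the real one, put both libraries of some females on the same side, so they mix in differences between females. The design changed the species of the sperm and its irradiation together, and whether the sequenced eggs had received the pressure shock is not stated, so the treatment may act through any of these, or through RNA carried by the sperm of the other species or the time between activation and sampling. These explanations were not tested, and the pattern is a hypothesis for the treatment as a whole. All control libraries have lower sample numbers than the gynogenetic libraries. A difference in handling between the groups, if there was any, could not be told apart from the treatment.

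The study's genes kept the sign of their correlation in other eggs of the same clutch and parted the females by survival. Of the genes past the threshold here, 83.3% kept their sign in the gynogenetic and 90.8% in the control list, and 68 and 14 of 100 orders of survival gave as high a percentage (highest other 95.3% and 92.9%). Past an absolute r of 0.9 in the other eggs were 4 and 11 of them, with PGAM5 and TMEM97 among the 4, and 91 and 41 of 100 orders gave as many (highest other 24 and 27). Genes picked by r with another order of survival parted the females by that order in 100 of 100 orders for each group, and in the other eggs in 88 of 100 for the gynogenetic and 96 of 100 for the control group. Differences between clutches that have nothing to do with survival may therefore give the same picture, as may picking the genes by r, and a link of single genes with survival stays open.

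The slope of expression on survival differed between gynogenetic and control eggs for 4 genes, with GATA2 at 1.40 on the log2 scale per 10 percentage points, and chance could not be excluded for the count, because 26 of 100 orders of survival gave as many and an order with females F7 and F6 at the top gave 1584, which points to a structure of the samples, so the adjusted p of 5.62e-05 that edgeR gave for GATA2 may be too small. In data that the paper does not discuss, 62 genes were almost absent from both libraries of some females and abundant in both libraries of others. The 10 most abundant genes held 2.64% of the counts in control eggs of female F4, far from the next control library (2.28%), and SLC9A1B had 776.5 normalized counts in gynogenetic eggs of female F4, where the next gynogenetic library had 2246. These were 2 far samples in 56 groups tested, where 1 in 20, or 2.8, would be found by chance.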

How the results depend on the processing

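The alternatives with edgeR's robust or legacy setting, the difference in slope and the adjustment over selected genes alone were chosen after the data were seen, and the cause of a change was not tested unless it is named. Under the alternatives that kept all 7 females, 79 of 102 counts stayed within 1.5 times, but a similar count did not mean the same genes. In the control group, 51 of the 229 genes were shared with the 231 found with Spearman's rho, 45 with the 233 of the mean of the 2 libraries, 119 with the 207 of swim-up survival and 11 with the 281 of the other library. In the gynogenetic group, 34, 11, 15 and 4 of the 54 genes were shared in the same order. The 30919 detected genes became 17888 with at least 10 counts in every library, a stricter definition. The 54 genes of the gynogenetic group became 92 with Spearman's rho, 98 with swim-up survival, 88 with the mean of the 2 libraries and 165 with the other library, and 150 to 373 when each female was left out, where 6 values pass the threshold more easily than 7. The 229 genes of the control group became 438 to 697 in the same way. DESeq2 called 40 and 54 genes for the trends in gynogenetic and control eggs, where edgeR called 2 and 0, 35 for increased against decreased competence (edgeR 1), 69 for high against low control survival (edgeR 3) and 245 for gynogenetic against control eggs (edgeR 57). With the replicate block that pairs the libraries of a female, edgeR called 1557 and DESeq2 1884, and pairing changed no other call, since the other comparisons hold 1 library per female or fit the female itself. Without a filter, edgeR called 4 genes for the trend in gynogenetic eggs and 4 for increased against decreased competence, with its own filter 0 for the trend (419 at an unadjusted p below 0.05), and with legacy = FALSE 4 and 0 (971 unadjusted). With the clusters of Figure 2A as groups it called 0 (741 unadjusted), and in the gynogenetic libraries 1 gene for high against low control survival.

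Leaving out 1 female gave 0 to 4 genes for the trend in gynogenetic eggs (0 without F1, F2, F3 or F7, with 855 to 1502 unadjusted, 1 without F4 and 4 without F8), 0 to 1 for the trend in control eggs (1 without F8, otherwise 0 with 1743 to 2334 unadjusted), 0 to 3 for increased against decreased competence (0 without F2, with 794 unadjusted, 3 without F3 or F6 and 2 without F7) and 0 to 4 for high against low control survival (0 without F7, with 1615 unadjusted). With the block, 1212 (without F4) to 1748 (without F2) genes differed between gynogenetic and control eggs, and the number higher in gynogenetic eggs was 238 without F4 in place of 396. The difference in slope was found for 1 to 39 genes in place of 4 (2 without F2, 1 without F4, 13 without F6, 11 without F7, 39 without F8). Past 0.9 in the other eggs were 3 to 9 of the study's 53 genes in place of 4 (9 without F1, 7 without F4, and 1 on the log2 scale) and 7 to 20 of its 221 in place of 10 (16 without F2, 20 without F3, 18 without F7). Adjusted over the genes past the threshold on r alone, 54 and 229 genes had an FDR below 0.05 in place of 0 in either group. Selection by r fixes this outcome. At a level of at least 30 in place of 100 normalized counts, 172 in place of 62 genes were on in some females and off in others.

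For the genes of Table 2, 238 of 240 values of r under the alternatives kept their sign and 199 stayed past 0.9, with 139 of 140 among those without 1 female. The 2 reversed values were those of REM2 (0.171) and GATA2 (-0.356) in the other library. Of 245 log2 changes of named genes in the comparisons that call them, 203 kept direction and call, 42 no longer passed and 0 reversed. The alternatives of the gene set test were not run, as the test itself was not. Depth limits the genes with a mean below 10 normalized counts, which were 7 of the study's 53 and 26 of its 221 genes.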

Differences from the paper's values

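The adjustment over the selected genes alone was chosen after the values had been seen. The paper gives 53 genes for the gynogenetic and 221 for the control group at an absolute r above 0.9 and an FDR below 0.05. With the FDR computed over all detected genes, 0 genes met both thresholds here in either group with the p-values of the study's test, Student's, where the lowest FDR was 0.852 and 0.116 and 710 and 1816 genes had an unadjusted p below 0.05. Permutation p-values, set before the data were examined, also gave 0, which the number of females nearly fixes. Before adjustment, 771 and 2076 genes had a permutation p below 0.05, and in edgeR's and DESeq2's tests of the trend 2 and 40 genes were called in the gynogenetic and 0 and 54 in the control group. On the threshold on r alone, 54 and 229 genes passed. When the adjustment was made over these genes alone, a setting chosen after seeing the values, all 54 and 229 had an FDR below 0.05. The selection fixes this outcome, since the largest Student p among the selected genes was 0.00573. Of the paper's genes, 2 of 53 and 5 of 221 were not among those selected here. An adjustment over each list alone gave the FDR values printed in the study's gene lists to within a share of 0.000584 and 0.0152 of each value.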

Other observations

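The relation of GATA2's difference between treatments with survival and the correlations with other traits were tested only after the data were seen. PGAM5 and ANKLE2, whose transcripts followed the survival of gynogenotes in opposite directions, lie side by side on chromosome 6 in the RefSeq annotation of OmykA_1.1, where ANKLE2 ends at 35318995 and PGAM5 starts at 35319218. These positions come from a match of the Entrez identifiers in the study's lists and differ from the positions printed there. In gynogenetic eggs, the r of ANKLE2 was -0.906 (permutation p = 0.000595, adjusted p = 1, rho = -0.964, permutation p = 0.00278), and -0.836 without females F7 and F8. ANKLE2 had 5273 ± 671 normalized counts (SD, n = 4) in control eggs of females with increased and 7222 ± 2188 (SD, n = 3) in those of females with decreased competence (exact permutation p = 0.143). Of the other genes of the gynogenetic list, the ligand BMP7A had 5.95 ± 6.0 normalized counts (SD, n = 4) in gynogenetic eggs with increased and 16.7 ± 7.53 (SD, n = 3) in eggs with decreased competence (exact permutation p = 0.114), and the ubiquitin ligase SMURF2 had 196 ± 49.7 (SD, n = 4) and 142 ± 18.7 (SD, n = 3, exact permutation p = 0.171).

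In control eggs, COX5B, a subunit of cytochrome c oxidase, had 20650.4 ± 1225 normalized counts (SD, n = 3) in females F3, F4 and F6 and 25548 ± 1560 (SD, n = 4) in the others (exact permutation p = 0.0286). The chaperone HSPA9 was lower in gynogenetic eggs of the same females as well, with 21959 ± 3924 (SD, n = 3) against 30389.6 ± 4151 (SD, n = 4, exact permutation p = 0.0286). Of 4 chaperones and genes of oxidative stress in the control list, 1 was higher and 3 were lower with high survival in control eggs.

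Across the genes with a mean of at least 10 normalized counts, the log2 ratios of gynogenetic over control eggs were most alike in females F6 and F7 (r = 0.273 across genes, at most 0.189 for another pair of females). The ratio of GATA2 in gynogenetic over control eggs rose with the survival of gynogenotes, from -2.85 (log2) in female F3 and -2.14 in female F2 to 1.53 in female F7 and 4.19 in female F8. Its r with survival was 0.875 over the 7 females (permutation p = 0.0194, rho = 0.893, permutation p = 0.0123), and 0.898 without females F7 and F8, and 276 of 30919 genes had as large an absolute r.

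The libraries were also correlated with traits that the paper does not relate to them. With the survival of control offspring, 281 genes of the gynogenetic libraries had an absolute r above 0.9 (a share of 0.0911 of all orders gave as many), and with the survival of gynogenotes 165 genes of the control libraries (0.288). Body length gave 114 genes in the gynogenetic and 139 in the control libraries (0.645 and 0.627), and body weight 112 and 129 (0.541 and 0.517). With the survival rates drawn within their errors, the median count was 56 (50 to 63) for gynogenotes and 215.5 (115 to 376) for controls, of which a median of 49 of the 54 and 78 of the 229 genes were shared with the lists from the measured rates. Of the study's genes, 22 of 53 and 121 of 221 differed between the females at an adjusted p below 0.05 in edgeR's test. Over all genes tested, 13926 of 30919 did.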
